# Theophylline derivatives promote primordial follicle activation via cAMP-PI3K/Akt pathway and ameliorate fertility deficits in naturally aged mice

**DOI:** 10.7150/ijbs.99936

**Published:** 2024-09-30

**Authors:** Wenbo Zhang, Longwei Gao, Xiaodan Zhang, Yashuang Weng, Yan Du, Yan-Li Sun, Hongwei Wei, Tiantian Hao, Yuezhou Chen, Xiaoyan Liang, Meijia Zhang

**Keywords:** premature ovarian insufficiency, primordial follicle activation, phosphodiesterase, theophylline derivative, fertility

## Abstract

In elderly women and patients with premature ovarian insufficiency (POI), activating their remaining dormant primordial follicles *in vivo* is challenging. In this study, we found that phosphodiesterase (PDE) subtypes were expressed mainly in primordial follicle oocytes. The specific PDE inhibitors and theophylline derivatives (aminophylline, dyphylline, and enprofylline) activated primordial follicles in neonatal mice by ovary culture and intraperitoneal injection. These inhibitors also increased the levels of ovarian cyclic adenosine monophosphate (cAMP) and oocyte phosphorylated protein kinase B (p-Akt). The blockade of gap junctions using carbenoxolone (CBX) increased the levels of ovarian cAMP and pre-granulosa cell phosphorylated mammalian target of rapamycin (p-mTOR), suggesting that oocyte PDEs hydrolyze cAMP from pre-granulosa cells through gap junctions to maintain primordial follicle dormancy. Importantly, oral aminophylline improved ovulated oocyte quantity and quality, and increased offspring numbers in naturally aged mice. In addition, theophylline derivatives also activated human primordial follicles and increased p-Akt levels. Thus, theophylline derivatives activate primordial follicles by accumulating cAMP levels and activating phosphatidylinositol 3-kinase (PI3K)/Akt pathway in oocytes, and oral aminophylline increased fertility in naturally aged female mice by improving ovulated oocyte quantity and quality. As oral medications, theophylline derivatives may be used to improve fertility in elderly women and patients with POI.

## Introduction

The primordial follicle pool in mammals forms in the ovaries either before or shortly after birth 1. During each cycle, only a few follicles begin growth, while most remain dormant, preserving reproductive potential 2, 3. The primordial follicle is composed of several flat pre-granulosa cells surrounding a dormant oocyte 4. When primordial follicles are activated, oocytes start to grow and flat pre-granulosa cells differentiate into the cubic form 5. In pre-granulosa cells, the proto-oncogenic receptor tyrosine kinase ligand (KITL) is induced by glycolysis-dependent mammalian target of rapamycin (mTOR) signaling 6. In oocytes, KITL activates phosphatidylinositol 3-kinase (PI3K)-protein kinase B (Akt) signaling, causing forkhead box O3a (FOXO3a) to move out of the nucleus, subsequently activating primordial follicles 2, 7.

The strict regulation of primordial follicle activation is crucial for preserving female reproductive lifespan 4. The premature depletion of these follicles can result in premature ovarian insufficiency (POI) 8. Patients with POI often possess dormant primordial follicles that are difficult to activate *in vivo*, and cannot restore fertility by traditional assisted reproductive technology (ART) 9. *In vitro* activation (IVA) by using an mTOR activator and PI3K stimulators or by disrupting the Hippo pathway has been applied to treat POI patients, through which only a few patients have successfully acquired their children 10, 11. Additionally, IVA requires surgery, and stimulators increase the risk of DNA damage and cancer 12-14. All these factors limit the widespread application of IVA. Our recent research indicates that the oral administration of the metallic compound can activate residual primordial follicles in aged mice and alleviate their fertility defects 15. However, the metallic compound has no specific target, which may cause side effects during the clinical application in POI patients. Therefore, safer and more effective oral drugs are needed to alleviate the fertility defects in POI patients.

Glycolysis and PI3K/Akt activity can be promoted by cyclic adenosine monophosphate (cAMP) signaling in various tissues and cells 16-19. Cyclic AMP is produced by adenylate cyclases (ADCYs) and is hydrolyzed by phosphodiesterases (PDEs) to maintain intracellular cAMP homeostasis 20, 21. On the other hand, cyclic guanosine monophosphate (cGMP) increases cAMP levels by competitively inhibiting cAMP hydrolysis 22-24. A recent report shows that the inhibition of PDE3A activity in oocytes by milrinone increases cAMP levels and promotes mouse primordial follicle activation 25. Nevertheless, the knockout of *Pde3a* does not influence primordial follicle activation 26, suggesting that other PDE subtypes compensate for maintaining primordial follicle dormancy.

Theophylline, the nonspecific PDE inhibitor, is a natural compound extracted from tea and cocoa plants 27. Many theophylline derivatives have been synthesized to enhance the solubility and pharmaceutical activity of this compound 28. These theophylline derivatives can be divided into four categories: combinations of theophylline with different salts or bases, compounds with N7 substitution of theophylline, compounds with N3-methyl substitution of theophylline, and substitutions at other positions on theophylline. These theophylline derivatives are commonly used for treating chronic obstructive pulmonary disease (COPD) and bronchial asthma 29, 30. Thus, we hypothesized that these theophylline derivatives can promote primordial follicle activation via increasing cAMP levels.

In the present study, PDE subtypes were found to be expressed mainly in primordial follicle oocytes. Theophylline derivatives, known as PDE inhibitors, enhanced the activation of mouse and human primordial follicles through the accumulation of cAMP and the activation of PI3K/Akt pathway within oocytes. Furthermore, oral aminophylline not only increased ovulated oocyte quantity and quality but also ameliorated infertility in naturally aged female mice. Therefore, it is recommended that oral theophylline derivatives could potentially activate the remaining dormant primordial follicles in patients with POI and elderly women.

## Results

### The specific PDE inhibitors promote mouse primordial follicle activation via the oocyte PI3K/Akt pathway

First, we studied the expression of PDE subtypes in the ovaries of mice at 4 days postpartum (dpp), in which almost all follicles are primordial follicles. *Pde6d* was the most highly expressed PDE subtype, followed by *Pde1a*, *Pde2a*, *Pde3a*, *Pde3b*, *Pde5a*, *Pde7b*, and *Pde8a* (Figure 1A). *Pde1b*, *Pde4d*, and *Pde9a* were slightly expressed, and *Pde1c*, *Pde4a*, *Pde4b*, *Pde4c*, *Pde6a*, *Pde6b*, *Pde6c*, *Pde6g*, *Pde6h*, *Pde7a*, *Pde8b*, *Pde10a*, and *Pde11a* were barely expressed (Figure 1A). Next, we analyzed the localization of the highly expressed PDE subtypes in 4 dpp mouse ovaries. *Pde2a*, *Pde3a*, *Pde3b*, *Pde6d*, and *Pde8a* were mainly expressed in the oocytes of mouse primordial follicles (Figure 1B). The highly expressed PDE subtypes were further analyzed in mouse ovaries at 1, 4, and 7 dpp. *Pde1a* and *Pde2a* mRNA levels were significantly decreased, while *Pde3a*, *Pde3b*, *Pde5a*, *Pde6d*, *Pde7b*, and *Pde8a* mRNA levels did not show significant changes during primordial follicle activation (Figure S1A).

Then, we used specific inhibitors targeting these highly expressed PDE subtypes to investigate their impact on the activation of primordial follicles 31-34. The ovaries of neonatal mice were treated with these inhibitors for 4 days. Compared with control, the PDE1 inhibitor nimodipine, PDE2 inhibitor EHNA, and PDE5/6 inhibitor zaprinast dose-dependently increased growing follicle numbers, with optimal concentrations of 10, 2.5, and 5 μM, respectively (Figure S1B-D). However, BRL-50481 (a PDE7 inhibitor, 0-50 μM) and PF04957325 (a PDE8 inhibitor, 0-10 nM) showed no impact on growing follicle numbers (Figure S1E and S1F). PDE6D is involved in primordial follicle activation, although *Pde6d* does not show significant changes during primordial follicle activation. Compared to a single PDE inhibitor nimodipine, EHNA, or zaprinast, their combination (named PDEI) further increased growing follicle numbers (Figure 1C and 1D), suggesting that these PDE subtypes compensate for each other in regulating primordial follicle activation. Furthermore, PDEI significantly increased growth differentiation factor 9 (GDF9), zona pellucida glycoprotein 3 (ZP3), and DEAD-box helicase 4 (DDX4) mRNA and/or protein levels compared with control (Figure 1E and 1F). Moreover, PDEI significantly increased Ki-67 and proliferating cell nuclear antigen (PCNA) mRNA and/or protein levels, the proportion of signals for Ki-67, PCNA, and/or bromodeoxyuridine (BrdU) in primordial follicles and granulosa cells, as well as the count of BrdU signals in somatic cells (Figure 1G and 1H, Figure S2A-D). Nevertheless, PDEI showed no impact on B-cell lymphoma 2-associated X (BAX)/B-cell lymphoma 2 (BCL-2) or Cleaved Caspase-3 levels, or Cleaved Caspase-3-positive cell numbers compared with the control (Figure 1G and 1H, Figure S2C). Thus, these specific PDE inhibitors promote the activation of mouse primordial follicles *in vitro*.

The impact of PDEI on the p-mTOR and p-Akt levels was investigated using western blotting and immunofluorescence analysis. Compared with control, PDEI significantly increased p-Akt levels in ovaries and its fluorescence intensity in oocytes (Figure 1I, Figure S3A-C). Consistent with these findings, PDEI also significantly increased the percentage of primordial follicle oocytes exporting FOXO3a from the nucleus compared to the control group (Figure 1J and 1K). Treatment with LY294002, a PI3K/Akt inhibitor, blocked the PDEI-induced primordial follicle activation (Figure 1L and 1M). Therefore, PDEI promotes mouse primordial follicle activation via oocyte PI3K/Akt pathway.

### PDEI increases the accumulation of cAMP by inhibiting oocyte PDE activity

We assessed the impact of PDEI on cyclic nucleotide levels. PDEI significantly increased cAMP levels but not cGMP levels in cultured mouse ovaries compared with control (Figure S4E and S4F). Consistent with a previous study 25, dibutyryl cAMP (dbcAMP) significantly increased growing follicle number compared with control (Figure S4A and S4B). Thus, PDEI activates primordial follicles by elevating ovary cAMP levels. 8-bromo-cGMP (8br-cGMP) also significantly increased growing follicle number (Figure S4A and S4C) possibly by inhibiting the hydrolysis of cAMP 22-24.

We next analyzed the role of gap junctions, through which granulosa cell-produced cAMP can enter oocytes to perform physiological functions 22. The blockade of gap junctions by carbenoxolone (CBX) increased growing follicle number and cAMP levels in cultured mouse ovaries (Figure 2A and 2B, Figure S4D-F). Consistent with this, CBX significantly increased DDX4 protein levels (Figure 2C) and the proportion of signals for Ki-67, PCNA, and/or BrdU in primordial follicles and granulosa cells, as well as the count of BrdU signals in somatic cells (Figure S5A-D). Nevertheless, CBX showed no impact on Cleaved Caspase-3-positive cell numbers compared with control (Figure S5A and S5C).

In addition, CBX significantly increased p-mTOR levels in ovaries and fluorescence intensity in granulosa cells compared with control (Figure 2D, Figure S3A-C). Consistent with these findings, CBX significantly increased the percentage of primordial follicle oocytes exporting FOXO3a from the nucleus compared with control (Figure 2E and 2F). Moreover, CBX significantly increased the levels of mRNA related to glycolysis (aldolase A (*Aldoa*), enolase 1 (*Eno1*), glucose transporters type 4 (*Glut4*), hexokinase 1 (*Hk1*), lactate dehydrogenase B (*Ldhb*), phosphofructokinase liver type (*Pfkl*), pyruvate kinase M2 (*Pkm2*), and triosephosphate isomerase (*Tpi*)) as well as the corresponding proteins (including GLUT4, HK1, and PKM2) compared with control (Figure 2G-I). These effects of CBX were blocked by the glycolysis inhibitor 2-DG (Figure 2J-N). These results suggest that CBX increases the accumulation of cAMP in pre-granulosa cells by preventing its entry into oocytes and subsequent degradation. Thus, PDEI increases the accumulation of cAMP by inhibiting oocyte PDE activity during mouse primordial follicle activation.

### The nonspecific PDE inhibitors theophylline derivatives promote mouse primordial follicle activation *in vitro*

Since many PDE subtypes are expressed in primordial follicular oocytes, we used nonspecific PDE inhibitors for further investigation. As nonspecific PDE inhibitors, the representative theophylline derivatives from each category were selected to study their impact on mouse primordial follicles activation. The results showed that aminophylline, dyphylline, and enprofylline dose-dependently increased growing follicle numbers, and the optimal concentrations were 50, 160, and 10 μM, respectively (Figure S6A-D). In addition, aminophylline time-dependently promoted mouse primordial follicle activation (Figure S6E-G), suggesting an accumulated effect. Furthermore, treatment with aminophylline, dyphylline, and enprofylline significantly increased cAMP levels, growing follicle numbers, *Gdf9* and *Zp3* mRNA and DDX4 protein levels compared with control (Figure 3A-D, Figure S4E and S4F). All three of these theophylline derivatives also significantly increased Ki-67 and PCNA mRNA and/or protein levels, the proportion of signals for Ki-67 and PCNA in granulosa cells, and the count of BrdU signals in somatic cells (Figure 3E-I, Figure S7). Nevertheless, these theophylline derivatives showed no impact on BAX/BCL-2 or Cleaved Caspase-3 levels, or Cleaved Caspase-3-positive cell numbers compared with control (Figure 3E-I, Figure S7). Thus, these theophylline derivatives promote mouse primordial follicle activation via increasing cAMP levels. cAMP acts through protein kinase A (PKA), exchange protein activated by cAMP (EPAC), and hyperpolarization-activated cyclic nucleotide-gated (HCN) channels pathways 35. H89 (a PKA inhibitor), ESI09 (an EPAC inhibitor), and ivabradine (a HCN inhibitor) blocked aminophylline-promoted mouse primordial follicle activation (Figure S8A-C), suggesting that the involvement of these three pathways in cAMP-mediated primordial follicle activation.

### Theophylline derivatives promote mouse primordial follicle activation via the PI3K/Akt pathway in oocytes

The impact of aminophylline, dyphylline, and enprofylline on p-mTOR and p-Akt levels was investigated through western blotting and immunofluorescence analysis. Compared with control, all three of these theophylline derivatives significantly increased p-Akt levels in ovaries and fluorescence intensity in oocytes (Figure 4A, Figure S3A-C). Consistent with these findings, the percentage of primordial follicle oocytes exporting FOXO3a from the nucleus were significantly increased in aminophylline, dyphylline, and enprofylline groups compared with control (Figure 4B and 4C). These effects of the theophylline derivatives were blocked by LY294002 (Figure 4D-I). Aminophylline-induced primordial follicle activation was also blocked by another PI3K/Akt inhibitor PI3K-IN-1 (Figure S8D and S8E). The results indicate that theophylline derivatives promote primordial follicle activation through the PI3K/Akt pathway in oocytes.

### Theophylline derivatives promote mouse primordial follicle activation *in vivo*

We also studied the impacts of PDE inhibitors on mouse primordial follicle activation *in vivo*. Compared with control, two daily intraperitoneal injections of PDEI, aminophylline, dyphylline, and enprofylline for two consecutive days in 3 dpp female mice significantly increased growing follicle numbers, p-Akt levels, and the percentage of primordial follicle oocytes exporting FOXO3a from the nucleus (Figure 5A-E). Furthermore, oral administration with different concentrations of theophylline derivatives promoted adolescent mouse primordial follicle activation, and the most effective concentrations were 4.0, 13.0, and 0.8 mM for aminophylline, dyphylline, and enprofylline, respectively (Figure S9A and S9B). All of these theophylline derivatives significantly increased growing follicle numbers but showed no impact on the total follicle numbers compared with control (Figure S9A and S9B). The oral administration of theophylline derivatives also had no obvious effects on ovaries, spleen, liver, small intestine, or kidney morphologies, or mouse body weight (Figure S9C-E). These findings suggest that theophylline derivatives can promote mouse primordial follicle activation *in vivo* through PI3K/Akt pathway.

### Oral aminophylline ameliorates infertility in naturally aged female mice

We used 14-month-old mice as a naturally aged mouse model, which is very similar to the low-fertility state seen in POI patients. The naturally aged mice were administered water either with or without 4.0 mM aminophylline for one week, followed by a three-week period of water-only intake. Compared with control, aminophylline significantly increased early and late antral follicle numbers (Figure 6A and 6B). Aminophylline also significantly increased ovulated oocyte numbers and oocyte mitochondrial membrane potential (ΔΨm), and significantly decreased aberrant spindle proportion, and reactive oxygen species (ROS) levels in oocytes (Figure 6C-J). Each group consisted of 16 female mice for three-month mating trials, and 4 mice in control and 8 mice in aminophylline group delivered 9 and 41 pups, respectively (Figure 6K and 6L). The mean number of pups per mouse and the litter count were also significantly increased in the aminophylline group compared with the control group (Figure 6L and 6M). The newborn mice in the aminophylline group had no obvious malformations, and their weights were similar to those of the control (Figure 6N). Thus, oral aminophylline increases oocyte quantity and quality by promoting primordial follicle activation and enhancing oocyte mitochondrial function.

### Oral aminophylline increases the levels of phospholipid metabolites in granulosa cells and alters regulatory pathways in oocytes

We also studied the effects of aminophylline on the metabolome profiles of granulosa cells in naturally aged mice. Principal component analysis (PCA) and orthogonal partial least squares-discriminant analysis (OPLS-DA) revealed that the six biological replicate samples in each group clustered together but were distinctly separated between the aminophylline and control groups (Figure 7A and 7B). The OPLS-DA model showed a low risk of overfitting for that the green Q2 values to the left were all lower than the original points to the right (Figure 7C). In addition, volcano plot and heatmap analyses revealed significant alterations in the granulosa cell metabolome profiles between the aminophylline and the control groups (110 upregulated metabolites and 68 downregulated metabolites) (Figure 7D, Figure S10A). Kyoto Encyclopedia of Genes and Genomes (KEGG) analysis showed that autophagy was the most altered signaling pathway (Figure S10C and S10D). Notably, phosphatidylethanolamine (PE), a multifunctional phospholipid and an upregulated metabolite induced by aminophylline, was present in autophagy pathway (Figure S10B). Also, the analysis of metabolome data showed that the levels of phosphatidic acid (PA), phosphatidylcholine (PC), phosphatidylglycerol (PG), and phosphatidylserine (PS) were significantly increased in granulosa cells of aminophylline group compared with control (Figure 7E).

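RNA was sequenced from oocytes that had been punctured out of the large antral follicles of 14-month-old mice after an injection of equine chorionic gonadotropin, a hormone that makes antral follicles grow. The aminophylline group (n = 3 libraries) came from mice that drank 4.0 mM aminophylline for 1 week and water only for the next 3 weeks. The control group (n = 3 libraries) came from mice that drank water without aminophylline, and its libraries are labelled as aged, untreated oocytes. The number of oocytes and of mice behind each library is not given in the paper's text. The authors deposited FPKM values (counted fragments divided by transcript length and by the library's total) for 25631 genes, each with its NCBI gene number and, for 7079 genes, its KEGG pathways. The aligner, the counting program, the genome build and the annotation are not named in the paper's text, so no gene positions are given. The FPKM values of a gene in different libraries stood in ratios of whole numbers, from which the number of reads behind each value was recovered. Of the values of the 22583 genes above 0 in at least 2 libraries, 100% came out as whole reads. The control libraries held 33641283, 14112341 and 31802417 reads (median 31802417), and the aminophylline libraries held 28233049, 24773273 and 30589657 reads (median 28233049). Control library 2 thus had a depth of 0.419 relative to control library 1. The smallest amount taken as measurable, 3 reads, was an RPM (reads relative to the library's total) of 0.0892 in control library 1 and of 0.213 in control library 2. This limit covers counting error only, since reads amplified by PCR are not independent molecules.

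Between 9730 and 10476 genes had an FPKM of at least 1 in a library. The comparison covered the 10340 genes with an FPKM of at least 1 in at least 3 of the 6 libraries, on the log2(FPKM + 1) scale, where the fold change of weakly expressed genes is understated. Across these genes, which are not independent replicates, the Pearson correlation was 0.984 to 0.989 between aminophylline libraries, 0.970 to 0.977 between control libraries and 0.972 to 0.990 between libraries of different groups. The control libraries therefore differed from each other by more than the aminophylline libraries did.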

We further studied the effects of aminophylline on the oocyte transcriptome in naturally aged mice. 

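With limma's moderated test, 215 genes were higher and 117 genes were lower in the aminophylline group than in the control group, at an unadjusted p-value under 0.05 and a fold change over 1.5. Without the fold threshold, 750 genes had an unadjusted p-value under 0.05, where 517 of the 10340 genes tested would by chance. After Benjamini-Hochberg adjustment of limma's p-values, 0 genes were higher and 0 were lower at an adjusted p-value under 0.05, and the smallest adjusted p-value was 0.455. The values of the groups did not overlap for 1290 genes, 12.5% of those tested, where chance gives 10%. The counts moved both ways with the alternatives. They were 16 higher and 4 lower with a fold threshold of 2, 99 and 59 with the unmoderated linear model per gene, and 686 and 289 with library weights, and without control library 3 there were 876 higher and 130 lower genes. The median log2 fold change of all tested genes was 0.10, and the balance of higher and lower genes moved with the scaling. Higher genes made up 64.8% of the calls with the FPKM as deposited, 49.7% with each library rescaled to the same sum (TPM), 36.9% with quantile normalization and 36.8% with median centring.

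The libraries of both groups carry the numbers 1 to 3. Across genes, the deviations of same-numbered libraries from their group means had correlations of 0.138, 0.140 and 0.552 for numbers 1, 2 and 3, with a mean of 0.28 that rests mainly on number 3. With the replicate number as a block in the same limma fit, 268 genes were higher and 127 were lower at the unadjusted thresholds, and 35 were higher and 12 were lower at an adjusted p-value under 0.05. When GC content and transcript length were corrected in the fit with the replicate block, none of these 47 genes had an adjusted p-value under 0.05, while all 47 kept their direction and an unadjusted p-value under 0.05, with a median of 89% of their log2 fold change. In that fit 1373 genes had an unadjusted p-value under 0.05. Genes without a known GC content were given the median value in the correction. The 47 include such genes, among them Gm38460, whose own GC content was therefore not corrected.

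Tubb2b (NCBI gene 73710), a beta-tubulin gene, had the smallest p-value of the higher genes with an FPKM of at least 10 in either group. Its FPKM was 4.32 ± 1.94 (SD, n = 3) in the control group and 13.4 ± 2.04 (SD, n = 3) in the aminophylline group. The log2 fold change was 1.495 (standard error 0.278, limma adjusted p = 0.455). Its paralog Tubb2a, whose reads the authors' counting could have shared with it, had a log2 fold change of 0.68 (standard error 0.279, limma adjusted p = 0.682). Pstpip1, Mageh1 and Arpc3 had log2 fold changes of 1.02, 1.06 and 1.27. Kpna2 (NCBI gene 16647), an importin gene, was the most highly expressed of the lower genes named here. Its FPKM was 1003 ± 126 (SD, n = 3) in the control group and 636 ± 15.3 (SD, n = 3) in the aminophylline group, so that its log2 value fell by 0.65 (standard error 0.151, limma adjusted p = 0.651). The other lower genes with the smallest p-values were Gm38460, Cyp20a1, Lrrc57 and Psmd5, with log2 fold changes of -1.03, -0.99, -0.84 and -0.70. For each of these genes every aminophylline library lay on the same side of every control library, for which the exact permutation p of a single gene is 0.1, the smallest that 3 libraries against 3 allow.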

Both the heatmap and volcano plot showed that the oocyte transcriptome was substantially altered in aminophylline group compared with control (459 upregulated transcripts and 589 downregulated transcripts) (Figure 7F and 7G). In KEGG analysis, the upregulated genes were associated with mTOR, HIF-1, and MAPK pathways, while the downregulated genes were associated with Hippo pathway and apoptosis (Figure 7H and 7I). Therefore, the improvement of oocyte quality induced by aminophylline may be mediated by increasing the levels of phospholipid metabolites in granulosa cells and altering regulatory pathways in oocytes.

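Fig. 7I shows 25 genes, 16 drawn as upregulated and 9 as downregulated. The group means of all 25 lay in the direction of the figure. Of these genes, 10 passed the expression filter and 7 of the 10 had an unadjusted p-value under 0.05 in limma. Adjusted over these 10 genes alone, 7 had an adjusted p-value under 0.05, a count that shows no stability because the paper chose the genes on the same libraries. Adjusted over all genes tested, the count was 0, with a smallest adjusted p-value of 0.651. The unmoderated linear model per gene changed the unadjusted count most, to 1. With the replicate block (mean correlation of same-numbered libraries 0.28), 10 genes had an unadjusted p-value under 0.05, and 7 did with GC content and length corrected in that fit. Adjusted over all genes tested, 1 gene, Rraga, had an adjusted p-value under 0.05 in limma with the block, and 0 did with the correction in that fit. The values of the groups did not overlap for 14 of the 25 genes, 11 drawn as upregulated and 3 as downregulated, where chance gives 5% in a stated direction. That share holds for genes not chosen on these libraries. The paper chose the genes on them, so this count is no independent test either. The remaining 15 genes were not tested, and 11 genes had an FPKM under 1 in all 6 libraries.

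Among the genes drawn for the mTOR pathway, Rraga (NCBI gene 68441) had an FPKM of 50.2 ± 11.7 (SD, n = 3) in the control group and 105 ± 22.1 (SD, n = 3) in the aminophylline group. Its log2 fold change was 1.06 (standard error 0.217, limma adjusted p = 0.651). With the replicate block the limma adjusted p of Rraga was 0.0125, with GC content and length corrected in that fit it was 0.155, and over all alternatives it ranged from 0.0125 to 0.999. Eif4e1b (NCBI gene 218268) had an FPKM of 12.5 ± 3.39 (SD, n = 3) and 22.7 ± 6.69 (SD, n = 3) in the same order, with a log2 fold change of 0.80. The log2 fold change was 0.69 for Map2k2, 0.77 for Egln2 of the HIF-1 pathway and 0.60 for Taok3 of the MAPK pathway. With GC content and length corrected, the unadjusted limma p was 0.0943 for Map2k2 and 0.0511 for Taok3. With the replicate block added to that fit it was 0.0416 and 0.0434. Fgf6 and Gadd45g had at most 1 read in every control library, and 3, 13 and 4 reads and 1, 4 and 12 reads in the aminophylline libraries. Their group means were at least 1.92-fold and at least 1.49-fold higher in the aminophylline group, which rests mainly on aminophylline library 2 for Fgf6 and library 3 for Gadd45g, with library 1 at or under the limit of 3 reads for both.

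Of the genes drawn as downregulated, Eif2s1 fell by 0.48 on the log2 scale (standard error 0.2, limma adjusted p = 0.682) and Rassf6 fell by 0.57 (standard error 0.236, limma adjusted p = 0.682). In control library 1, 7 of the 9 genes had their highest value, and 5 of them were over 5-fold above the next library. The FPKM of Ctss (NCBI gene 13040) was 17.1, 0.293 and 0.0217 in the control libraries and 0.0977, 0.111 and 0.451 in the aminophylline libraries. These values stood for 834, 6 and 1 reads and for 4, 4 and 20 reads. Without control library 1 the log2 fold change of Ctss was 0.074. In control library 1, 10 of 14 macrophage marker genes outside Fig. 7I were also highest. Ctso had 24, 1 and 1 reads in the control libraries and Rassf4 had 28, 0 and 2, with at most 1 read in every aminophylline library. Their group means were at least 2.51-fold and at least 2.75-fold lower in the aminophylline group, which rests on control library 1 alone, since control libraries 2 and 3 were also under the limit of 3 reads.

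**Figure D1:**
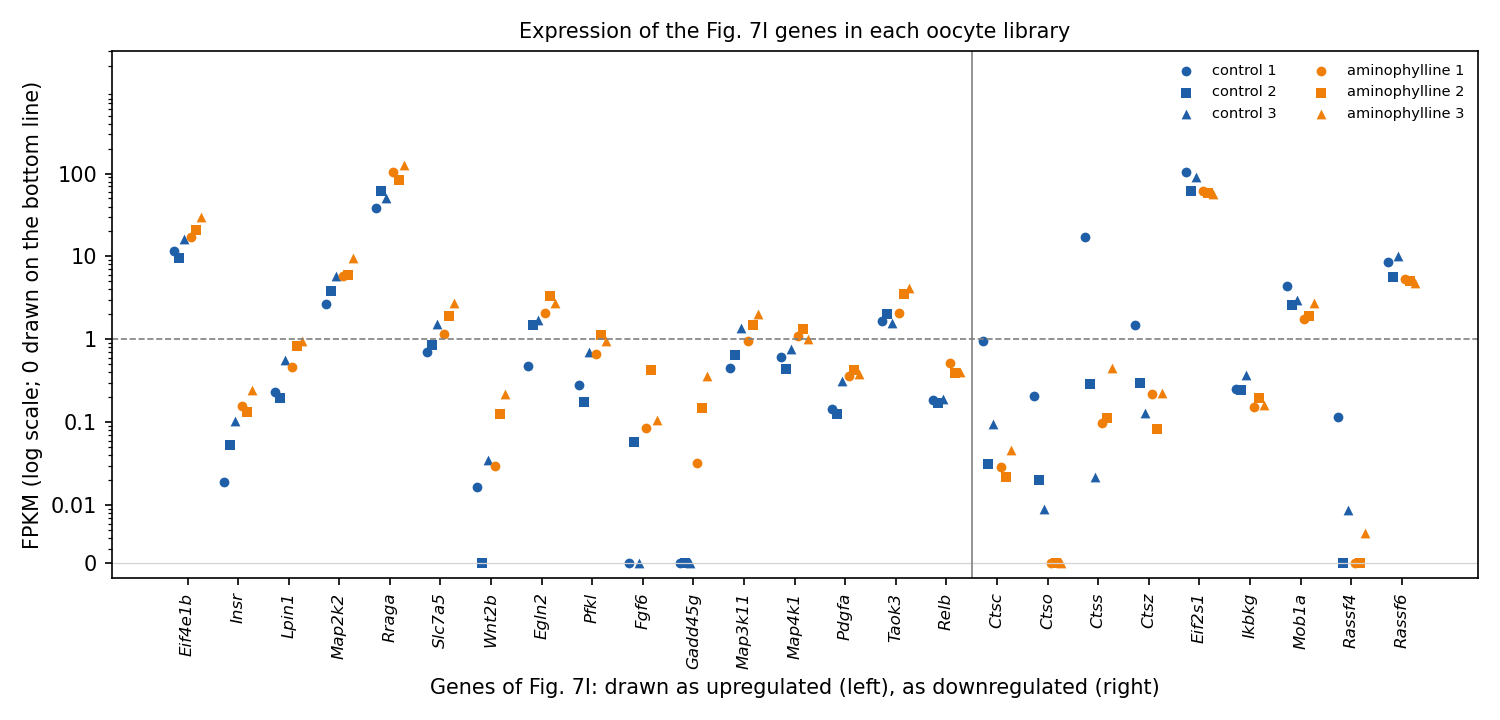
FPKM (log axis) of the 25 genes of Fig. 7I in the 3 control and the 3 aminophylline libraries, one point per library, with genes drawn as upregulated on the left, genes drawn as downregulated on the right and a dashed line at an FPKM of 1. For 11 genes all 6 points lie under an FPKM of 1, and the Ctss point of control library 1 lies at 17.1, with the other 5 libraries at or under 0.451.

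Pathway membership was taken from the deposited KEGG annotation, and the background was the 3640 tested genes with any KEGG pathway. This background held 68 of the higher and 41 of the lower genes. Among the higher genes, 3 of the 93 mTOR genes were found (Rraga, Eif4e1b and Map2k2) where 1.74 would by chance (one-sided Fisher's exact test, p = 0.251, adjusted p = 0.628). For HIF-1 it was 3 of 55 genes (Eif4e1b, Egln2 and Map2k2) where 1.03 would by chance (p = 0.0823, adjusted p = 0.411), and for MAPK 2 of 119 genes (Taok3 and Map2k2) where 2.22 would (p = 0.659, adjusted p = 1 by the same exact test). Among the lower genes, 0 of the 79 Hippo genes and 0 of the 71 apoptosis genes were found, where 0.890 and 0.800 would by chance. For the HIF-1 pathway the unadjusted p was 0.0314 with quantile normalization and with median centring. With the replicate block, Fisher's exact p was 0.385 for mTOR, 0.143 for HIF-1 and 0.547 for MAPK. Over the 20 pathways drawn in Fig. 7H, tested on higher and lower genes together, the smallest p was 0.00367 for the pentose phosphate pathway (adjusted p = 0.0734, 4 of 22 genes).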

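A competitive test (limma's camera) compared the moderated statistics of all tested genes of a pathway with those of the other tested genes. It needs no list of differentially expressed genes. The mean log2 fold change of the pathway's genes relative to the others was 0.0035 for mTOR, 0.05 for HIF-1, 0.02 for MAPK, -0.03 for Hippo and 0.04 for apoptosis. The direction in camera was that of the mean for all pathways but mTOR, where it was down without the replicate block and up with it. The camera p-values were 0.904 for mTOR, 0.411 for HIF-1, 0.735 for MAPK, 0.302 for Hippo and 0.434 for apoptosis, and adjusted over the 5 pathways they ranged from 0.724 to 0.904. With the replicate number as a block, which the correlation of 0.28 between same-numbered libraries bears on, the p-values were 0.945, 0.275, 0.559, 0.413 and 0.320 in the same order, and the adjusted p-values ranged from 0.689 to 0.945. None of the 5 pathways had an unadjusted p-value under 0.05 in either fit. With all 6 libraries, the sign of the mean for mTOR changed with the stricter filter (-0.0057), with quantile normalization (-0.0014) and with GC content and length corrected (-0.0043), and that for MAPK changed with that correction (-0.0035). With single libraries left out, the sign of the mean also changed in at least 1 fit for each of the 5 pathways.

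The paper draws this statement from the phospholipid metabolites of granulosa cells (Fig. 7E) and from the oocyte transcriptome. For the oocytes, it assigns the upregulated genes to the mTOR, HIF-1 and MAPK pathways and the downregulated genes to the Hippo pathway and apoptosis (Fig. 7H and 7I). From these it proposes that altered regulatory pathways in oocytes mediate part of the improved oocyte quality. The metabolome was not analysed here.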

### Theophylline derivatives promote human primordial follicle activation

We used the published RNA-seq data (GEO: GSE107746) to analyze phosphodiesterase subtypes expression in human primordial follicles 36. *PDE3A*, *PDE6A*, *PDE6B*, *PDE6D*, *PDE7A*, *PDE8B*, and *PDE9A* mRNAs were expressed mainly in the oocytes (Figure 8A). Therefore, we further investigated the impact of theophylline derivatives on the activation of human primordial follicles by culturing human ovarian fragments. Compared with control, aminophylline, dyphylline, and enprofylline significantly increased p-Akt levels and growing follicle proportion after treatment for 4 and 6 days, respectively (Figure 8B-D). The results suggest that the theophylline derivatives activate PI3K/Akt pathway possibly by inhibiting oocyte PDE activity and then promote human primordial follicle activation. The p-Akt levels and growing follicle proportion were increased in control group compared with that in uncultured group (Figure 8B-D), suggesting the onset of follicle growth during the culture 37.

## Discussion

Cyclic AMP is crucial for maintaining the balance between primordial follicle dormancy and activation 25. In the present study, *Pde2a*, *Pde3a*, *Pde3b*, *Pde6d*, and *Pde8a* were expressed mainly in mouse primordial follicle oocytes. The specific PDE inhibitors nimodipine, EHNA, and zaprinast and the nonspecific PDE inhibitors theophylline derivatives activated mouse and/or human primordial follicles. The mechanism involves the accumulation of cAMP levels and the activation of the PI3K/Akt pathway in oocytes. Oral aminophylline increased oocyte quantity by promoting primordial follicle activation and ameliorating infertility in naturally aged mice.

PDE3A is expressed mainly in mouse primordial follicle oocytes, and the inhibition of PDE3A by milrinone leads to primordial follicle activation 25. However, the knockout of *Pde3a* showed no impact on mouse primordial follicle activation 26. In this study, *Pde2a*, *Pde3a*, *Pde3b*, *Pde6d*, and *Pde8a* were also expressed mainly in mouse primordial follicle oocytes, as well as *Pde1a* and* Pde2a* levels in ovaries were decreased during primordial follicle activation. The inhibition of PDE1A, PDE2A, and PDE5A/PDE6D leads to mouse primordial follicles activation. This suggests that all these PDE subtypes play a compensatory role with each other in maintaining primordial follicle dormancy.

In neonatal mouse ovaries, *Adcy2*, *Adcy3*, and *Adcy6* are expressed mainly in pre-granulosa cells 38. *Pde2a*, *Pde3a*, *Pde3b*, *Pde6d*, and *Pde8a* were expressed mainly in primordial follicle oocytes. The inhibition of PDE activity by PDEI and theophylline derivatives increased cAMP levels and then activated PI3K/Akt pathway in oocytes, consistent with previous findings that cAMP increases PI3K/Akt activity in various tissues 18, 19. In addition, the blockade of gap junctions using CBX increased cAMP levels and then activated pre-granulosa cell glycolysis-dependent mTOR pathway. Consistent with previous studies that cAMP stimulates glycolysis and the enhanced glycolysis activates mTOR pathway in various cells 2, 16, 17. Thus, pre-granulosa cell-produced cAMP enters oocytes through gap junctions, while PDEs in oocytes maintain mouse primordial follicle dormancy by hydrolysing cAMP.

In the aged mice, the oocytes exhibit a decreased ratio of high ΔΨm/low ΔΨm and increased ROS levels, the sign of decreased oocyte quality 15, 39. The oral administration of aminophylline improved oocyte quality by increasing the ratio of high ΔΨm to low ΔΨm and reducing ROS levels. The activation of cAMP/PKA signaling decreased cellular ROS levels in human umbilical vein endothelial cells 40, and alleviated β-amyloid (Aβ)-induced energy failure, ΔΨm collapse, and cell toxicity in astrocytes 41. Oral administration of aminophylline also upregulated the genes related to mTOR, HIF-1, and MAPK pathways, and downregulated the genes related to Hippo pathway and apoptosis. The PI3K/Akt/mTOR signaling pathway is beneficial in reducing oxidative stress and inhibiting cell apoptosis 42. MAPK, an essential downstream kinase of EGFR signaling, could promote mitochondrial biogenesis, cell growth and division, and upregulate β-oxidation to increase mitochondrial membrane potential 43. HIF-1 could promote mitophagy, remove the damaged or harmful mitochondria, and prevent the continued production of ROS 44. The decrease of the Hippo pathway could mitigate oxidative stress 45. Thus, these changed pathways may improve oocyte quality by enhancing mitochondrial function in aminophylline treatment group. In growing follicles, PDE1A, PDE4D, and PDE5A are also expressed in granulosa cells 46. Aminophylline promoted the production of phospholipid metabolites PE, PA, PC, PG, and PS in granulosa cells possibly by increasing cAMP levels. Both PS and PE are important components of cellular membranes. PE also has many cellular functions, including oxidative phosphorylation, mitochondrial biogenesis and autophagy 47, 48. Growth factor-stimulated phospholipase D (PLD) could catalyze PC hydrolysis to PA that activates the mTOR-HIF-1-VEGF pathway for cell proliferation and survival 49. PG is a critical component of the inner mitochondrial membrane and is also involved in the biosynthesis of cardiolipin that plays a crucial role in maintaining the integrity and function of the mitochondrial membrane 50. Therefore, the increased levels of these phospholipid metabolites may enhance the function of granulosa cells in aging mice, thereby promoting the growth and development of oocytes.

The remaining primordial follicles of elderly women and patients with POI are difficult to be activated under the physiological condition. A limited number of young POI patients have successfully used IVA to obtain their own offspring, but this process is associated with risks of carcinogenesis and offspring defects 12-14. In the present study, the theophylline derivatives promoted mouse and human primordial follicle activation *in vitro*, and oral theophylline derivatives also promoted mouse primordial follicle activation without obvious side effects on the vital organs. Furthermore, oral aminophylline ameliorated infertility in naturally aged mice by enhancing oocyte quality and quantity. In addition, the oral doses of aminophylline, dyphylline, and enprofylline for mice were 73.41, 139.84, and 6.77 mg/kg/d, respectively (equal to 5.95, 11.33, and 0.55 mg/kg/d for humans). Aminophylline at 5.00-10.00 mg/kg/d and enprofylline at 5.00-16.67 mg/kg/d have been utilized in the treatment of human asthma 51, 52. Importantly, these theophylline derivatives also promoted human primordial follicle activation, and oral aminophylline with 300 mg/d for 4-6 months obviously increased anti-Müllerian hormone (AMH) levels in POI patients (data not shown). Thus, these oral drugs derived from theophylline have the potential to treat POI patients and aged women. There are about 30 synthetic theophylline derivatives, and each has different effective concentrations and curative effects. Further experiments are needed to screen more effective theophylline derivatives and/or their combinations to meet the diverse requirements of POI patients.

In conclusion, cAMP from pre-granulosa cells is degraded by oocyte PDEs to maintain the dormancy of primordial follicles. The theophylline derivatives activated mouse and human primordial follicles via the cAMP-PI3K/Akt pathway in oocytes (Figure 9). Oral aminophylline also ameliorated infertility in naturally aging mice by increasing ovulated oocyte quality and quantity. Because of their effectiveness and safety, these oral drugs derived from theophylline could be a promising clinical strategy for ameliorating infertility in various groups of POI patients and aged women.

## Materials and methods

### Animals and chemicals

The ICR mice were obtained from the Guangdong Medical Laboratory Animal Center (Guangzhou, China) and were housed in South China University of Technology with a dark-light cycle of 12/12-hour at constant temperature. The newborn mice were acquired through adult female and male mouse breeding, with the day of birth defined as 0.5 dpp. These newborn female mice were utilized for ovary culture and intraperitoneal injection. The female mice at 21 days and 14 months were utilized for the oral administration trials. All reagents were obtained from Sigma-Aldrich (St. Louis, MO, USA) unless stated otherwise.

### Separation of ovarian somatic cells and oocytes

The 4 dpp mouse ovaries were isolated and then digested with 0.05% trypsin (Thermo Fisher Scientific, Waltham, MA, USA) at 37 °C for 10 minutes. The digestion was stopped by adding 10% fetal bovine serum (FBS, Thermo Fisher Scientific). Under a stereomicroscope, all oocytes were collected and then transferred to phosphate buffered saline (PBS) containing 0.2% bovine serum albumin (BSA) for 3-5 times until few somatic cells were observed. Oocytes and somatic cells were collected by centrifugation and then were stored at -80 °C for RNA analysis. The majority of ovarian somatic cells are pre-granulosa cells.

### RNA extraction and quantitative real-time PCR (qRT-PCR) analysis

Total RNA was extracted from mouse ovaries using the TRIzol reagent (Thermo Fisher Scientific). Subsequently, the RNA concentration and quality were assessed using a NanoDrop™ One Spectrophotometer (Thermo Fisher Scientific). cDNA was synthesized from one microgram of RNA using the GoScript™ Reverse Transcription System (Promega, Madison, WI, USA). For RNA extracted from ovarian somatic cells or oocytes using the RNeasy® Micro Kit (Qiagen, Valencia, CA, USA), cDNA was synthesized using the QuantiTect® Reverse Transcription Kit (Qiagen). qRT-PCR was performed using the SuperMix (Trans, Beijing, China) on a PCR machine (Roche, Basel, Switzerland). The internal control was Ribosomal protein L19 (*Rpl19*). BGI Genomics (BGI-Tech, Shenzhen, China) synthesized all required primers and all primer sequences were shown in Table S2.

### Mouse ovary culture

Mouse ovary culture was carried out as the previous study 15. Briefly, 3 dpp mouse ovaries were isolated and cultured in the medium alone or with nimodipine (0-100 μM), EHNA (0-5 μM), zaprinast (0-10 μM), BRL-50481 (0-50 μM), PF-04957325 (0-10 mM), CBX (0-15 μM), aminophylline (0-100 μM), dyphylline (0-240 μM), enprofylline (0-50 μM), LY294002 (10 μM), 2-DG (5 mM), and/or PI3K-IN-1 (25 μM). In some experiments, 3 dpp mouse ovaries were cultured in the medium alone or with 50 μM aminophylline for indicated time. The concentrations of LY294002, 2DG, and PI3K-IN-1 were referenced from published articles 2, 53, 54. For the stock solutions, EHNA, aminophylline, and dyphylline were prepared in physiological saline, and the others were prepared in dimethyl sulfoxide (DMSO). The culture medium was DMEM/F12 (Thermo Fisher Scientific, Waltham, MA, USA) containing 100 UI/ml penicillin-streptomycin, 3 mg/ml BSA, and 1% insulin-transferrin-selenium (ITS), and was refreshed every two days. The incubation condition was 5% CO_2_, 37 °C, and saturated humidity. The ovaries were utilized for follicle counting, immunofluorescence staining, cAMP and cGMP level analysis, as well as mRNA and protein assays.

### Histological analysis and follicle counting

Ovarian tissues and certain mouse vital organ samples were fixed, dehydrated, embedded, and sectioned serially as reported before 15. After dewaxing, the sections were stained with hematoxylin (Solarbio, Beijing, China). The primordial and growing follicles of neonatal mouse ovaries were counted in every fifth section and in consecutive sections, respectively. In each ovary, the total primordial follicle number was mean follicle number per section × total section number. The primordial and growing follicles of other ovarian tissues were counted through consecutive sections. Only follicles containing a clearly visible nucleus of oocyte were used for counting.

### Immunofluorescence

Immunofluorescence was carried out as the previous study 15. Briefly, mouse ovary sections were dried, deparaffinized, and microwaved for antigen retrieval. Following a 1-hour block with 10% donkey serum, the sections were overnight incubation at 4 °C with primary antibodies (Table S1), followed by a 1-hour incubation with secondary antibodies conjugated to Alexa Fluor 488 or 555 (Thermo Fisher Scientific). After a 5-minute stain with DAPI, the sections were treated with anti-fluorescence quenching agents (Ruitaibio, Beijing, China), and imaged using a confocal microscope. A primordial follicle was considered positive if more than one pre-granulosa cell exhibited staining. Zeiss Zen 3.0 software was used to measure fluorescence intensity, and relative fluorescence intensity was determined by calculating the ratio of cell fluorescence intensity to that of the background. The mean value of the five largest sections in each ovary was considered one independent repetition. For spindle staining, oocytes from naturally aged mice were fixed for 30 minutes in 4% paraformaldehyde (PFA), permeabilized for 20 minutes in 0.5% Triton X-100 in PBS, and blocked for 1 hour with 10% donkey serum. Then, they were stained with anti-alpha tubulin antibody (1:300) coupled with Alexa Fluor 488 for 3 hours. Following a 10-minute DAPI staining, oocytes were mounted on slides with anti-fluorescence quenching agents and imaged using a confocal microscope.

### BrdU incorporation assay

Ovary samples from 3 dpp mice were treated with different drugs for 2 days, and then incubated with BrdU (10 μM) for further 2 hours in drug-free medium. Serial sections were obtained from the ovaries as previously described. The sections were retrieved, blocked and then subjected to an overnight incubation at 4 ℃ with anti-BrdU antibody, followed by a 3 hours incubation with Alexa Fluor 488-conjugated donkey secondary antibody. The mean number of BrdU-positive cells in the five largest sections of each ovary was considered as one independent repetition.

### Western blotting analysis

The ovaries from each group were lysed by radio immunoprecipitation assay lysis buffer (Beyotime, Beijing, China) containing 1 mM phenylmethylsulfonyl fluoride (PMSF, Beyotime). The protein concentration was assessed using the bicinchoninic acid (BCA) assay (Beyotime). Subsequently, the same amounts of protein (15 μg) mixed with sodium dodecyl sulfate (SDS) buffer (Cwbio, Beijing, China) were loaded into a 5% stacking and 10% separating gel. Electrophoresis was conducted at 60V for 40 minutes, followed by 100V for 60 minutes. After electrophoresis, the proteins were transferred to polyvinylidene difluoride (PVDF) membranes at 100V for 60 minutes. The membrane was blocked in 5% skim milk for 1 hour at room temperature and then incubated overnight at 4 °C with primary antibodies (Table S1). After washing with tris buffered saline tween (TBST), the membranes were incubated for 1 hour at room temperature with anti-mouse or anti-rabbit IgG secondary antibody (1:5000. ZSGB-BIO, Beijing, China). Following additional washing with TBST, protein bands on the membranes were visualized using chemiluminescent substrate (Thermo Fisher Scientific) and imaged using chemiluminescent imaging system (Tanon, Shanghai, China). Band density was quantified using ImageJ software (NIH Image, Bethesda, MD, USA), and protein expression levels were normalized to β-actin.

### Measurement of cAMP and cGMP levels

The ovaries collected from different groups were weighed (g) and added to 9 times the volume of PBS (ml) corresponding to the weight of the ovaries, and then crushed into homogenates using an automatic sample grinder (Jingxin, Shanghai, China). These homogenates were repeatedly freeze-thawed to further lyse the cells, followed by centrifugation at 5000 g for 10 min to collect the supernatants. The protein concentration in the supernatants was detected by BCA assay (Beyotime), while cAMP and cGMP concentrations were measured using the ELISA kits purchased from RUIXIN Biotech (Quanzhou, China).

### Drug injection and oral administration

The drug doses for a single injection (mg/kg) were calculated according to their optimal concentrations (mg/L) used in the culture. 3 dpp female mice were intraperitoneally injected twice a day with PDEI (4.18 mg/kg nimodipine, 0.79 mg/kg EHNA, and 1.36 mg/kg zaprinast), 21.02 mg/kg aminophylline, 40.68 mg/kg dyphylline, 1.94 mg/kg enprofylline or physiological saline for two consecutive days. The ovaries were utilized for immunofluorescence and protein analysis and for follicle counting at 12 hours and 2 days post-injection, respectively.

In order to administer drugs via drinking water, we deprived adolescent mice of water for 6 hours (from 9:00 to 15:00) and then provided them with drinking water containing theophylline derivatives for 30 minutes. Studies have shown that depriving mice of water for 6 hours during the day has no side effect 55. According to the preliminary experiments, the average drinking water was 0.05 L/kg under this condition. The drug concentration in drinking water (2, 6.5, and 0.4 mM for aminophylline, dyphylline, and enprofylline, respectively) was calculated based on the average drinking water (~ 0.05 L/kg), in which the daily intake dose of the drug from water is the same as the daily injection dose of the drug. Additionally, we set up 0.5, 1, and 2 times drug concentrations in the drinking water, and found that the most effective drug concentrations for the activation of primordial follicles were 2 times drug concentrations (4, 13, and 0.8 mM for aminophylline, dyphylline, and enprofylline, respectively). We recorded the actual drug intake by drinking water and body weight of the mice every day and calculated the average drug intake doses during the 7-day treatment. Similarly, the 14-month-old naturally aged mice were administered either water alone or water containing 4 mM aminophylline for one week. The oocyte quality analysis, follicle counting, and fertility testing were studied three weeks later.

### Ovulation analysis and fertility testing

The naturally aged female mice with or without aminophylline treatment were induced to ovulate through intraperitoneal injection of equine chorionic gonadotropin (eCG, 5 IU). After 48 hours, they were given human chorionic gonadotrophin (hCG, 5 IU) through intraperitoneal injection. The cumulus-oocyte complexes were collected 14 hours post-hCG, and then the cumulus cells were removed by 0.1% hyaluronidase. Oocyte quantity and quality were analyzed by assessing ROS, ΔΨm, and spindle staining. To examine fertility, the treated and untreated naturally aged female mice were mated with fertile male mice, and the number of newborn mice was recorded weekly.

### ΔΨm and ROS measurements

The oocyte ΔΨm and ROS levels were detected following the manufacturer's instructions (Beyotime, Beijing, China). To detect ΔΨm, the oocytes were incubated with JC-1 in buffer solution for 30 minutes. To detect ROS, the oocytes were incubated with 2',7'-dichlorodihydrofluorescein diacetate (10 μM) in M2 medium for 30 minutes. All the oocytes were imaged using a confocal microscopy (Carl Zeiss, Oberkochen, Germany).

### Transcriptome sequencing and metabolomic analysis

Ovaries were obtained from naturally aged mice that were intraperitoneally injected with eCG. Oocytes were collected by puncturing the large antral follicles under a stereoscopic microscope and were kept in sample buffer for RNA extraction and transcriptome sequencing at OE Biotech Co., Ltd. (Shanghai, China). Granulosa cells were collected from the large antral follicles for non-targeted metabolomic analysis at OE Biotech Co., Ltd.

### Human ovarian tissue culture

Small ovarian cortical biopsy specimens (adjacent nonpathologic tissue) were obtained from seven women aged between 23 and 42 years (mean age 31.1 ± 7.8 years) at Zhongshan City People's Hospital (Zhongshan, Guangdong, China) and The Sixth Affiliated Hospital of Sun Yat-sen University (Guangzhou, Guangdong, China). Upon arrival at the laboratory, the ovarian tissues were cut into 1 mm³ fragments. Some fresh fragments (uncultured group) were used for protein detection or follicle counting. The remaining fragments were equally and randomly distributed into different culture groups. The human ovarian tissues were cultured either alone or in the presence of 50 μM aminophylline, 160 μM dyphylline, or 10 μM enprofylline for 4 and 6 days for protein examination and follicle counting, respectively.

### Statistical analysis

All data were presented as mean ± SD and analyzed using two-tailed unpaired Student's t tests. The graphical representations of all data were created using GraphPad Prism software (La Jolla, CA, USA).

## Supplementary Material

Supplementary figures and tables.

## Figures and Tables

**Figure 1:**
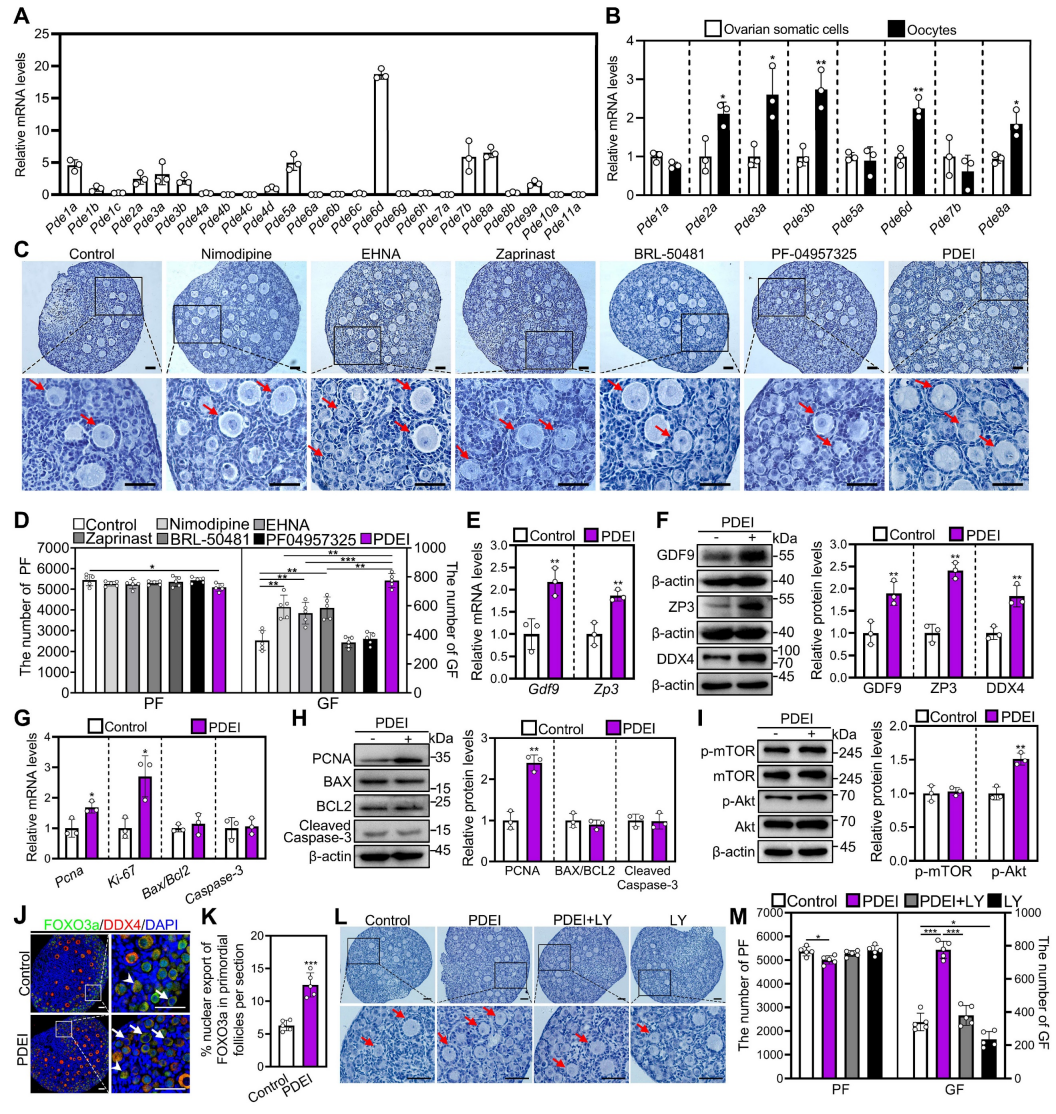
** Effects of specific PDE inhibitors on mouse primordial follicle activation *in vitro*.** 4 dpp mouse ovaries were collected for qRT‒PCR analysis (**A-B**). 3 dpp mouse ovaries were cultured in medium alone or with 10 μM nimodipine, 2.5 μM EHNA, 5 μM zaprinast, 50 μM BRL-50481, 100 nM PF-04957325, PDEI (the combination of 10 μM nimodipine, 2.5 μM EHNA, and 5 μM zaprinast), and/or 10 μM LY294002 (LY) for 1 (**G**, **I**), 2 (**E-F, H,** and **J**-**K)**, or 4 days (**C-D** and **L-M**). **A**, The phosphodiesterase subtype mRNA levels in the ovaries of mice at 4 dpp. The mRNA value of *Pde4d* was set as 1 (n = 3 biological replicates). **B**, The comparison of highly expressed phosphodiesterase subtype mRNA levels in ovarian somatic cells and oocytes of 4 dpp mouse primordial follicles. *P < 0.05 and **P < 0.01 vs. ovarian somatic cells group. **C-D**, The comparison of ovarian morphology (**C**) and primordial and growing follicle number (**D**) across various groups. The ovarian sections were hematoxylin-stained. **E**, The comparison of *Gdf9* and *Zp3* mRNA levels between control and PDEI groups. **F**, The comparison of GDF9, ZP3, and DDX4 protein (**F**) levels between control and PDEI groups. **G-H**, The comparison of PCNA, BAX, BCL-2, Cleaved Caspase-3, and Ki-67 mRNA (**G**) and/or protein (**H**) levels between control and PDEI groups**. I**, The comparison of p-mTOR and p-Akt protein levels between control and PDEI groups. **J-K**, FOXO3a localization in primordial follicle oocyte nuclear (arrowheads) or cytoplasm (arrows. **J**) and the comparison of FOXO3a nuclear export percentage in primordial follicle oocytes (**K**) between control and PDEI groups. DDX4, red; FOXO3a, green. **L-M**, The comparison of ovarian morphology (**L**) and primordial and growing follicle number (**M**) across various groups. The representative images were displayed. PF, primordial follicle; GF, growing follicle. Red arrows, growing follicles. PF, primordial follicle; GF, growing follicle. Scale bars, 50 µm. In each experiment, n ≥ 3 biological replicates. Bars indicate the mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001. Two-tailed unpaired t-test was used to assess statistical significance.

**Figure 2:**
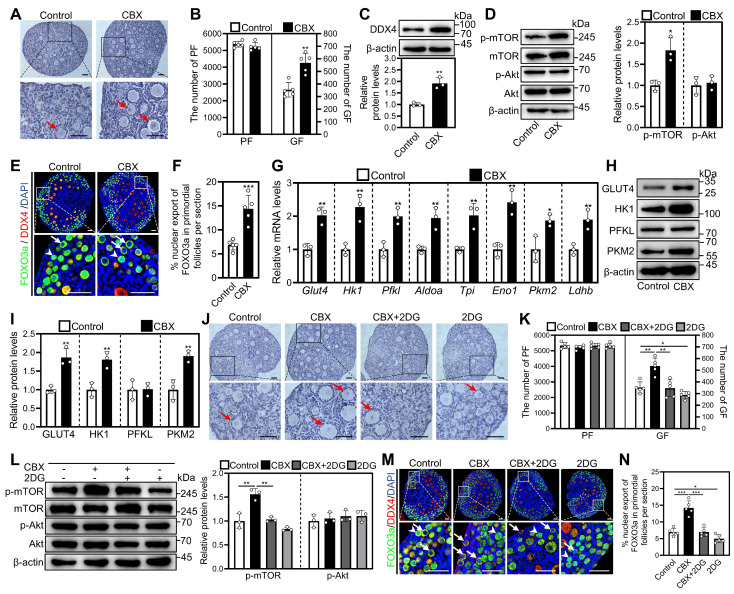
** Effects of CBX on mouse primordial follicle activation *in vitro*.** 3 dpp mouse ovaries were cultured in medium alone or with 10 μM CBX and/or 5 mM 2DG for 1 (**D, G, and L**), 2 (**C**, **E-F, H-K, and M-N**), or 4 days (**A-B**). **A-B**, The comparison of ovarian morphology (**A**) and primordial and growing follicle number (**B**) between control and CBX groups. **C-D**, The comparison of DDX4 (**C**), p-mTOR and p-Akt (**D**) protein levels between control and CBX groups. **E-F**, FOXO3a localization in primordial follicle oocyte nuclear (arrowheads) or cytoplasm (arrows. **E**) and the comparison of FOXO3a nuclear export percentage in primordial follicle oocytes (**F**) across various groups. **G,** The comparison of *Glut4, Hk1, Pfkl, Aldoa, Tpi, Eno1, Pkm2*, and* Ldhb* mRNA levels between control and CBX groups. **H-I**, The comparison of HK1, PFKL, PKM2, and GLUT4 protein levels between control and CBX groups. **J-K**, The comparison of ovarian morphology (**J**) and primordial and growing follicle number (**K**) across various groups. **L**, The comparison of p-mTOR and p-Akt protein levels between control and CBX groups. **M-N**, FOXO3a localization in primordial follicle oocyte nuclear (arrowheads) or cytoplasm (arrows. **M**) and the comparison of FOXO3a nuclear export percentage in primordial follicle oocytes (**N**) across various groups. Red arrows, growing follicles. The ovarian sections were hematoxylin-stained. DDX4, red; FOXO3a green. The representative images were displayed. PF, primordial follicle; GF, growing follicle. Scale bars, 50 µm. In each experiment, n ≥ 3 biological replicates. Bars indicate the mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001. Two-tailed unpaired t-test was used to assess statistical significance.

**Figure 3:**
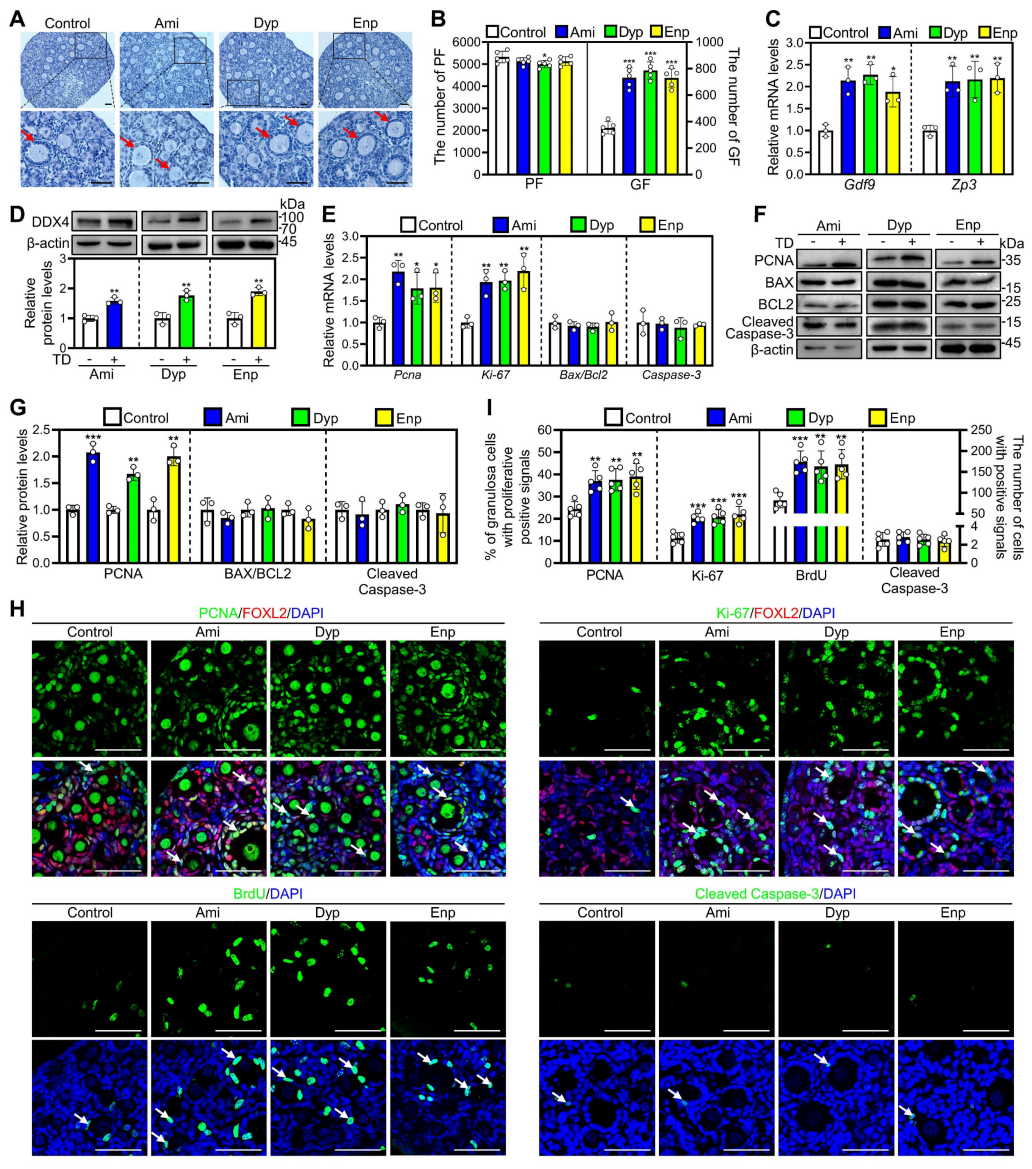
**Effects of theophylline derivatives on mouse primordial follicle activation *in vitro*.** 3 dpp mouse ovaries were cultured in medium alone or with 50 μM aminophylline (Ami), 160 μM dyphylline (Dyp), or 10 μM enprofylline (Enp) for 1 (**E**), 2 (**C-D** and **F-I**), or 4 days (**A-B**). **A-B**, The comparison of ovarian morphology (**A**) and primordial and growing follicle number (**B**) across various groups. The ovarian sections were hematoxylin-stained. **C-D**, The comparison of *Gdf9* and *Zp3* mRNA (**C**) and DDX4 protein (**D**) levels across various groups. **E-G**, The comparison of PCNA, BAX, BCL-2, Cleaved Caspase-3, and Ki-67 mRNA (**E**) and/or protein (**F**, **G**) levels across various groups. **H**, PCNA, Ki-67, BrdU, and Cleaved Caspase-3 immunofluorescence stain (green) across various groups. FOXL2, red. **I**, The comparison of PCNA- and Ki-67-positive granulosa cell percentage and BrdU- and Cleaved Caspase-3-positive cell number across various groups. The representative images were displayed. Red arrows, growing follicles. PF, primordial follicle; GF, growing follicle. TD, theophylline derivatives. Scale bars, 50 µm. In each experiment, n ≥ 3 biological replicates. Bars indicate the mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001. Two-tailed unpaired t-test was used to assess statistical significance.

**Figure 4:**
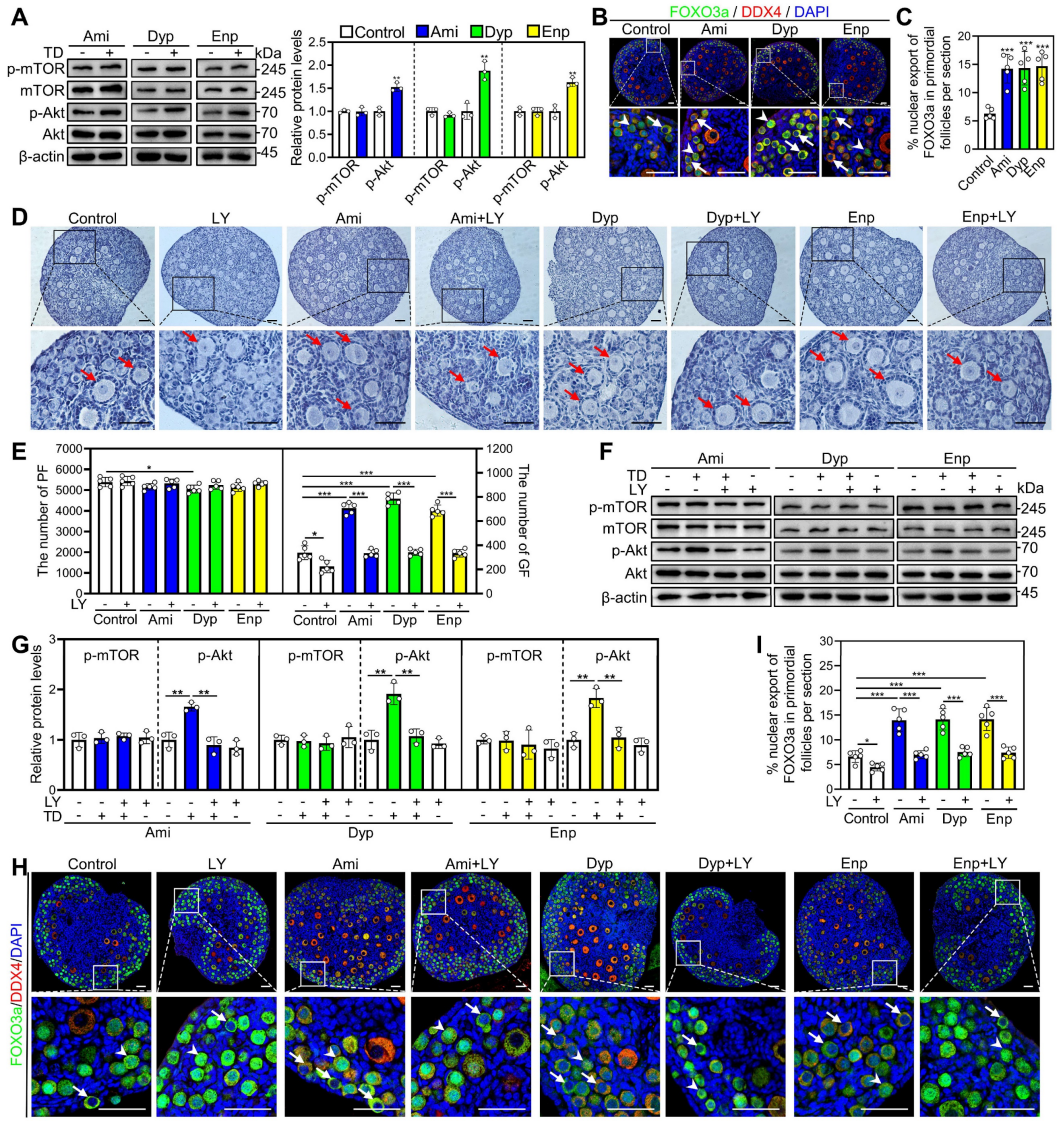
** Effects of theophylline derivatives on the PI3K/Akt pathway activation *in vitro*.** 3 dpp mouse ovaries were cultured in medium alone or with 50 μM aminophylline (Ami), 160 μM dyphylline (Dyp), 10 μM enprofylline (Enp), and/or 10 μM LY294002 (LY) for 1 (**A** and **F-G**), 2 (**B-C** and **H-I)**, or 4 days (**D-E). A**, The comparison of p-mTOR and p-Akt protein levels across various groups. **B-C**, FOXO3a localization in primordial follicle oocyte nuclear (arrowheads) or cytoplasm (arrows. **B**) and the comparison of FOXO3a nuclear export percentage in primordial follicle oocytes (**C**) across various groups. **D-E**, The comparison of ovarian morphology (**D**) and primordial and growing follicle number (**E**) across various groups. The ovarian sections were hematoxylin-stained. **F-G**, The comparison of p-mTOR and p-Akt protein levels across various groups. **H-I**, FOXO3a localization in primordial follicle oocyte nuclear (arrowheads) or cytoplasm (arrows. **H**) and the comparison of FOXO3a nuclear export percentage in primordial follicle oocytes (**I**) across various groups. DDX4, red; FOXO3a, green. The representative images were displayed. PF, primordial follicle; GF, growing follicle. Red arrows, growing follicles. Scale bars, 50 µm. In each experiment, n ≥ 3 biological replicates. Bars indicate the mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001. Two-tailed unpaired t-test was used to assess statistical significance.

**Figure 5:**
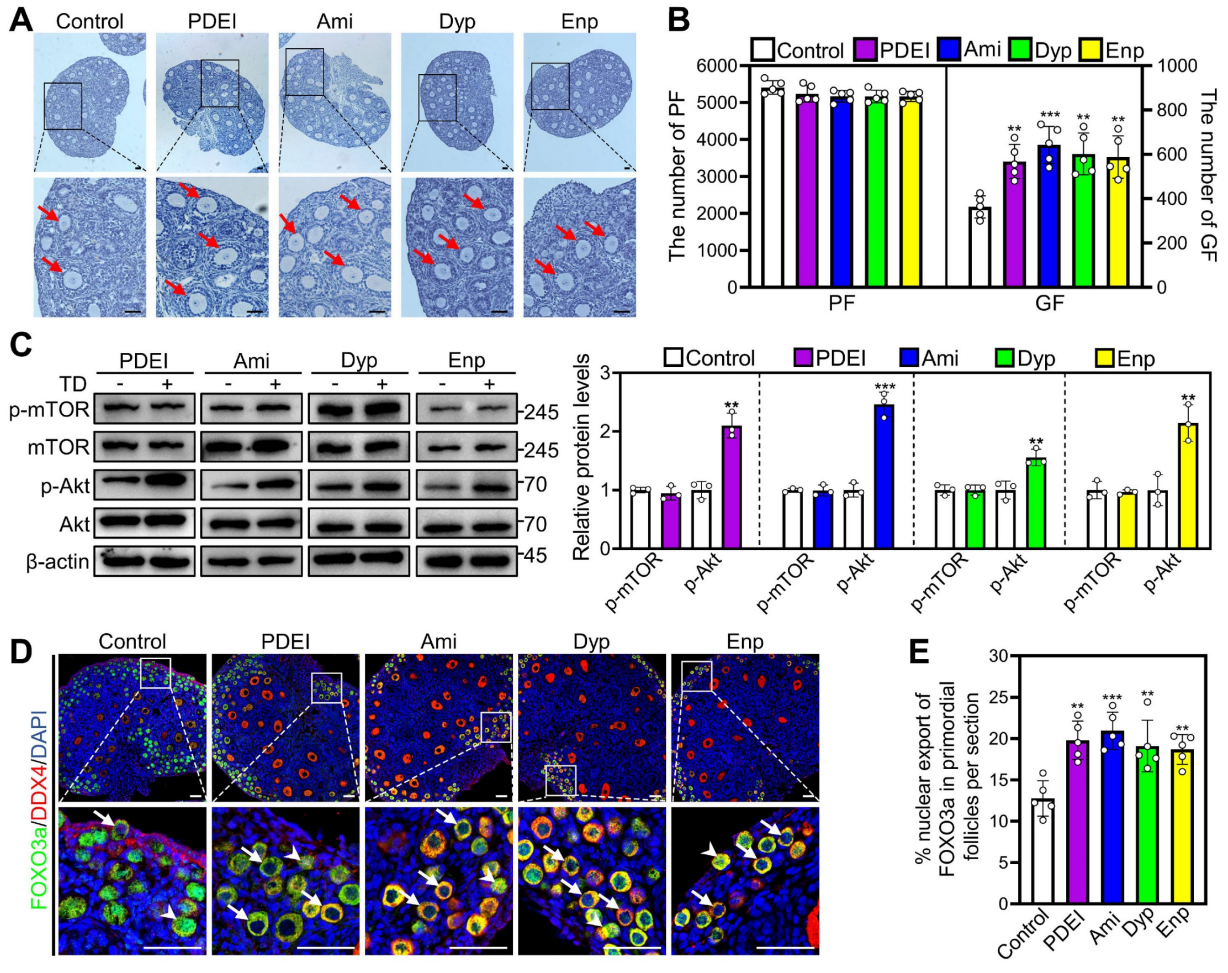
** Effects of PDEI and theophylline derivatives on mouse primordial follicle activation *in vivo*.** 3 dpp female mice were intraperitoneally injected twice a day with physiological saline, PDEI (the combination of 4.18 mg/kg nimodipine, 0.79 mg/kg EHNA, and 1.36 mg/kg zaprinast), aminophylline (Ami, 21.02 mg/kg), dyphylline (Dyp, 40.68 mg/kg), or enprofylline (Enp, 1.94 mg/kg) for two consecutive days. The ovaries were collected after 12 h (**C-E**) or 2 days (**A-B**). **A-B**, The comparison of ovarian morphology (**A**) and primordial and growing follicle (GF) number (**B**) across various groups. The ovarian sections were hematoxylin-stained. **C**, The comparison of p-mTOR and p-Akt protein levels across various groups. **D-E**, FOXO3a localization in primordial follicle oocyte nuclear (arrowheads) or cytoplasm (arrows. **D**) and the comparison of FOXO3a nuclear export percentage in primordial follicle oocytes (**E**) across various groups. DDX4, red; FOXO3a, green. The representative images were displayed. PF, primordial follicle; GF, growing follicle. Red arrows, growing follicles. Scale bars, 50 µm. In each experiment, n ≥ 3 biological replicates. Bars indicate the mean ± SD. **P < 0.01 and ***P < 0.001. Two-tailed unpaired t-test was used to assess statistical significance.

**Figure 6:**
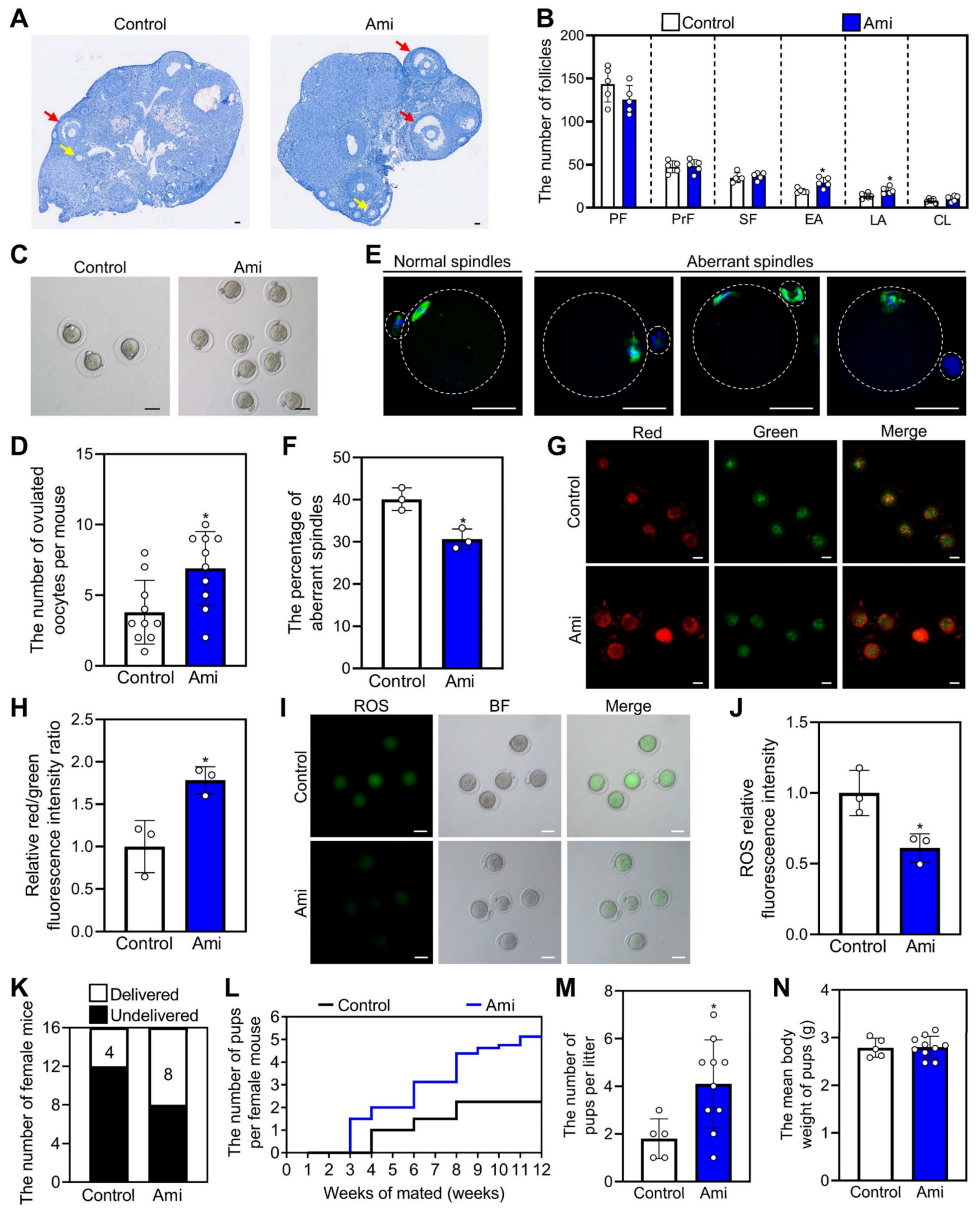
** Effects of oral administration of aminophylline on the fertility of naturally aged female mice.** The naturally aged mice were administered water either with or without 4.0 mM aminophylline, and then the fertility was examined. **A-B**, The comparison of ovarian morphology (**A**) and follicle number at different stages (**B**) between control and aminophylline groups. The ovarian sections were hematoxylin-stained. Yellow arrows, early antral follicles; red arrows, late antral follicles. **C-D**, The comparison of ovulated oocytes between control and aminophylline groups. **E**, Normal and aberrant spindles morphology. **F**, The comparison of aberrant spindles proportion between control and aminophylline groups. **G-H**, JC-1 staining showed the ΔΨm of oocytes (**G**) and the comparison of relative red/green fluorescence intensity ratio (**H**) between control and aminophylline groups. Red, higher ΔΨm; green, lower ΔΨm. **I-J**, The ROS (green) levels of oocytes (**I**) and the comparison of ROS relative fluorescence intensity (**J**) between control and aminophylline groups. Green, ROS; BF, bright field. **K-M**, The comparison of different fertility status (**K**), pups per female (**L**), and pups per litter (**M**) number in naturally aged mice between control and aminophylline groups. **N**, The comparison of pups per litter mean body weight between control and aminophylline groups. The representative images were displayed. PF, primordial follicle; PrF, primary follicle; SF, secondary follicle; EA, early antral follicle; LA, late antral follicle; CL, corpus luteum. Scale bars, 50 µm. In each experiment, n ≥ 3 biological replicates. Bars indicate the mean ± SD. *P < 0.05. Two-tailed unpaired t-test was used to assess statistical significance.

**Figure 7:**
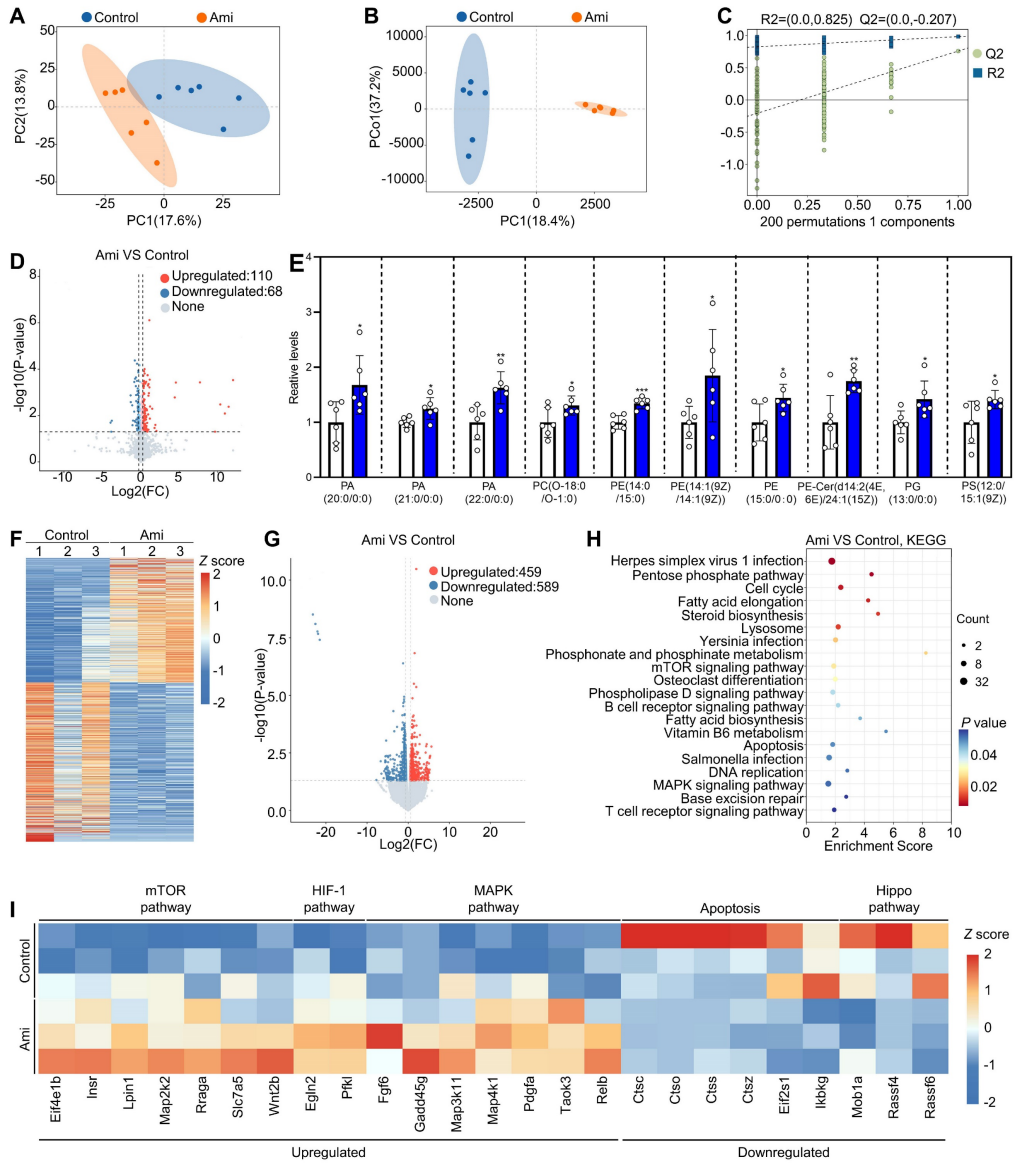
** Effects of aminophylline on the metabolome and transcriptome of naturally aged mice.** The naturally aged mice were administered water either with or without 4.0 mM aminophylline, and then the metabolome of granulosa cells (**A-E**) and transcriptome of oocytes (**F-I**) were examined. **A-B**, Principal-component analysis (PCA, **A**) and Orthogonal partial least squares-discriminant analysis (OPLS-DA, **B**) of granulosa cells from control and aminophylline (Ami) groups. **C**, Statistical validation of OPLS-DA by 7-fold cross validation and 200 × response permutation testing of metabolites. **D-E**, Volcano plot and metabolome data displayed differential metabolites (**D**) and the levels of phospholipid metabolites (**E**) in granulosa cells from control and aminophylline groups. **F-G**, Heatmap (**F**) and volcano plot (**G**) showed the differentially expressed genes in oocytes from control and aminophylline groups. **H**, KEGG analysis of the differentially expressed genes in oocytes from control and aminophylline groups. **I**, Heatmap showed the differences in the expression of a set of transcripts involving different processes between control and aminophylline groups. Bars indicate the mean ± SD. *P < 0.05, **P < 0.01, and ***P < 0.001. Two-tailed unpaired t-test was used to assess statistical significance.

**Figure 8:**
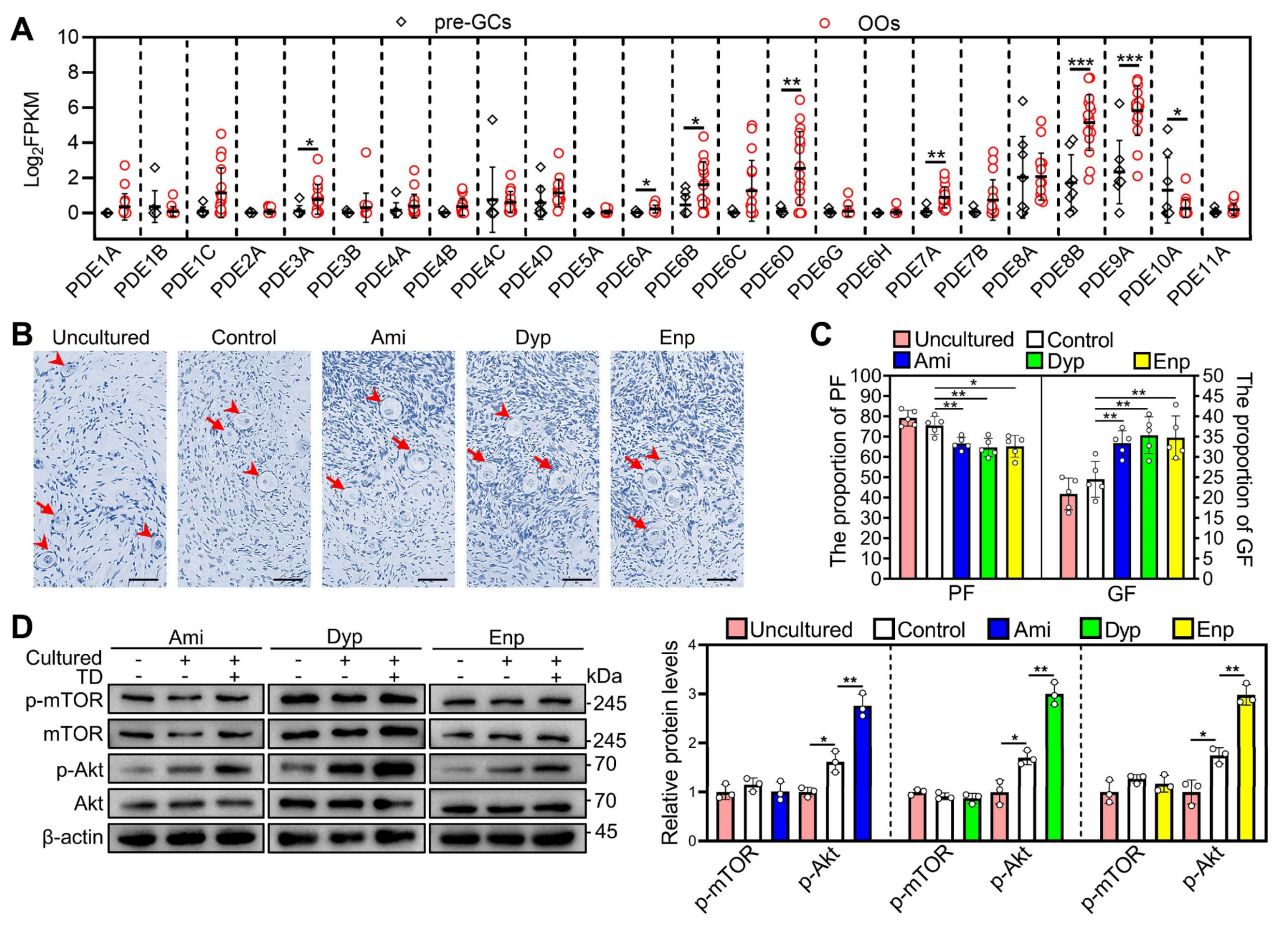
** Effects of theophylline derivatives on human primordial follicle activation *in vitro*.** The fragments of human ovarian tissue were directly collected (uncultured) or cultured in medium alone (control) or with 50 μM aminophylline (Ami), 160 μM dyphylline (Dyp), or 10 μM enprofylline (Enp) for 4 days, followed by cultured in medium alone for additional 2 days. The fragments were collected after 4 (**D**) or 6 days (**B-C**). **A**, The PDE subtype expression levels in pre-granulosa cells (n = 8 follicles) and oocytes (n = 17 follicles) of human primordial follicles. pre-GCs, pre-granulosa cells; OOs, oocytes. **B-C**, The comparison of human ovarian tissue fragmented morphology (**B**) and primordial and growing follicle (**C**) proportion across various groups. The human ovarian sections were hematoxylin-stained. **D**, The comparison of p-mTOR and p-Akt protein levels across various groups. The representative images were displayed. Arrowheads, primordial follicles; arrows, growing follicle. Scale bars, 50 µm. In each experiment, n ≥ 3 biological replicates. Bars indicate the mean ± SD. *P < 0.05 and **P < 0.01. Two-tailed unpaired t-test was used to assess statistical significance.

**Figure 9:**
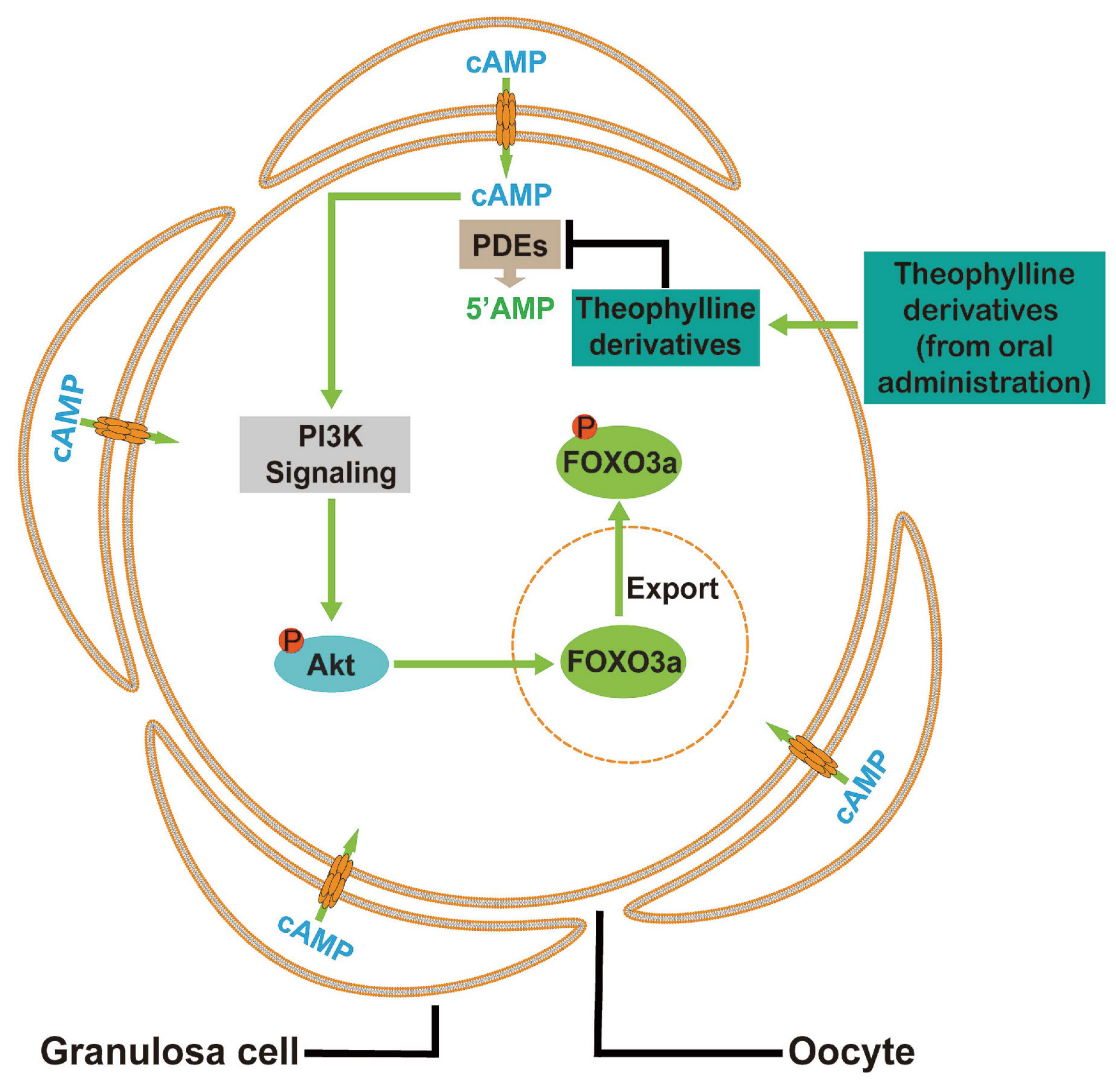
** A model depicting theophylline derivatives-mediated primordial follicle activation.** Cyclic AMP produced by pre-granulosa cells enters oocytes through gap junctions, which is degraded by PDEs to maintain the dormant state of primordial follicles. Theophylline derivatives, as PDE inhibitors, activate the PI3K/Akt signaling pathway in oocytes by the accumulation of cAMP, leading to the activation of primordial follicles.

## Abbreviations

8br-cGMP: 8-bromo-cGMP
ADCYs: adenylate cyclases
Akt: protein kinase B
Aldoa: aldolase A
AMH: anti-Müllerian hormone
Ami: aminophylline
ART: assisted reproductive technology
Bax: B-cell lymphoma 2-associated X
BCA: bicinchoninic acid
BrdU: bromodeoxyuridine
Bcl-2: B-cell lymphoma 2
cAMP: cyclic adenosine monophosphate
CBX: carbenoxolone
cGMP: cyclic guanosine monophosphate
CL: corpus luteum
COPD: chronic obstructive pulmonary disease
dbcAMP: dibutyryl cAMP
DDX4: DEAD-box helicase 4
DMEM: Dulbecco's modified Eagle's medium
DMSO: dimethyl sulfoxide
dpp: days postpartum
Dyp: dyphylline
EA: early antral follicle
eCG: equine chorionic gonadotropin
Enp: enprofylline
Eno1: enolase 1
EPAC: exchange protein activated by cAMP
FOXO3a: forkhead box O3a
GC: granulosa cell
GDF9: growth differentiation factor 9
GF: growing follicle
Glut4: glucose transporters type 4
hCG: human chorionic gonadotrophin
HCN: hyperpolarization-activated cyclic nucleotide-gated
Hk1: hexokinase 1
ITS: insulin-transferrin-selenium
IVA: *In vitro* activation
KEGG: Kyoto Encyclopedia of Genes and Genomes
KITL: proto-oncogenic receptor tyrosine kinase ligand
LA: late antral follicle
Ldhb: lactate dehydrogenase B
LY: LY294002
mTOR: mammalian target of rapamycin
OO: oocyte
OPLS-DA: orthogonal partial least squares-discriminant analysis
PA: phosphatidic acid
PBS: phosphate buffered saline
PC: phosphatidylcholine
PCA: Principal-component analysis
PCNA: proliferating cell nuclear antigen
PDE: phosphodiesterase
PE: phosphatidylethanolamine
PF: primordial follicle
PFA: paraformaldehyde
Pfkl: phosphofructokinase liver type
PG: phosphatidylglycerol
PI3K: phosphatidylinositol 3-kinase
PKA: protein kinase A
Pkm2: pyruvate kinase M2
PMSF: phenylmethylsulfonyl fluoride
POI: premature ovarian insufficiency
pre-GCs: pre-granulosa cells
PrF: primary follicle
PS: phosphatidylserine
PVDF: polyvinylidene difluoride
qRT-PCR: Quantitative real-time PCR
ROS: reactive oxygen species
Rpl19: Ribosomal protein L19
SDS: sodium dodecyl sulfate
SF: secondary follicle
TBST: tris-buffered saline tween
TD: theophylline derivatives
Tpi: triosephosphate isomerase
ZP3: zona pellucida glycoprotein 3
ΔΨm: mitochondrial membrane potential

How the deposited data were processed for this re-analysis (not part of the article)

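RNA was sequenced in 6 libraries of oocytes from 14-month-old mice, 3 of a control group and 3 of a group given 4.0 mM aminophylline in drinking water for 1 week and water only for 3 weeks. The authors deposited FPKM values per gene, made by them from fragments counted on genes and divided by transcript length and library size, with no further scaling between libraries. The sums of the FPKM differed between libraries, from 510206 to 587775. The deposited table lists 25631 genes by symbol and NCBI gene number, 17773 of them protein coding, with their KEGG pathways. The program that made the values, the genome build and the annotation are not named in the paper's text. The table holds FPKM and not counts, so tests made for counts were not the main tests.

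Groups were taken from the labels, where the control libraries are called aged and untreated. The pairing by replicate number comes from the numbers 1 to 3 in the labels of both groups, and the paper does not say that same-numbered libraries share mice, cages or a preparation. Whether the numbers pair the libraries was checked by the correlation, over the tested genes, of the deviations from the group means.

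The reads behind each FPKM value were recovered as whole numbers from the ratios between libraries. Of the values checked, 100% came out whole, and 99.573% to 99.631% of each library's total lay on the listed genes. Totals ranged from 14112341 to 33641283 reads. The floor was set at 3 reads, and for a group at or under the floor the fold change was computed against the floor as a lower bound. Floors cover counting error only.

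The test was limma 3.58.1 in R 4.3.3 (linear model, moderated variance with a trend on mean expression) on log2(FPKM + 1), two-sided, for genes with an FPKM of at least 1 in at least 3 of the 6 libraries. The thresholds were an unadjusted p of 0.05 and a fold change of 1.5. The legend of Fig. 7 states that significance was assessed with a two-tailed unpaired t-test with 0.05 as the first level of significance, and the statistics section names the same test for all data. Neither gives a fold threshold, a filter, a scale or an adjustment for the number of genes, and the volcano plot (Fig. 7G) draws lines near the thresholds used here. The unmoderated linear model per gene, the counterpart of the paper's test, was run as an alternative. Adjusted p-values are Benjamini-Hochberg values from limma over the genes tested. Over-representation was tested with a one-sided Fisher's exact test against the tested genes with any KEGG pathway, adjusted over the 5 pathways of the text, the 20 pathways of Fig. 7H, or all pathways with at least 5 tested genes in both directions. Whole pathways were tested with limma's camera at an inter-gene correlation of 0.01.

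The named genes were set by a rule written in advance. They are the 25 genes drawn in Fig. 7I, the 5 higher and 5 lower genes with the smallest p among those past the thresholds, without overlap between groups and with a mean FPKM of at least 10 in a group, the phosphodiesterase genes and 3 oocyte genes the paper names, and markers of ovarian cell types where a marker set is reported. Tubb2a was added as the paralog of Tubb2b.

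The alternatives set in advance were a pseudocount of 0.1, no filter, a filter on a mean FPKM of at least 5, rescaling to a common sum (TPM), quantile normalization, median centring, an unmoderated linear model per gene, the replicate block, library weights, a fold threshold of 2, another pathway background, camera with the correlation estimated from the data, and leaving out each library in turn. The alternatives set in advance for tables of counts were not run because the table holds FPKM. The alternatives added after the values were seen were limma's voom on the recovered reads, voom with upper-quartile scaling, all libraries thinned to the smallest total (seed 1), a loess correction for GC content and transcript length, and this correction together with the replicate block. GC content was known for 90.2% of the tested genes, and the other tested genes were given the median GC content in the correction.

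The code was tested on simulated reads with 4-fold changes. With the settings above, 194 of 194 changed genes among 10329 tested were recovered at an adjusted p under 0.05, and 8 other genes were called. The unmoderated model recovered 11. The simulated reads were independent, with the same dispersion (spread between libraries) of 0.05 for all genes. They held no GC trend, no effect shared by same-numbered libraries and no outlying library. The recovery therefore checks the code and does not show the power for smaller changes in the real libraries. Marker sets were compared with 10000 random gene lists matched on mean expression. Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9 were used to recover the reads and draw the plot. The metabolome, imaging and fertility data were not analysed here.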

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

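The tests of GC content and length, of library depth, of the splits for single genes and of the ratio to the paralog were chosen after the result was seen. The tests of marker genes and of the direction of the paralog were chosen before it.

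Genes outside those the paper discusses were higher in all 3 aminophylline libraries than in all 3 control libraries. Under the rule for named genes they were Tubb2b, Arpc3, Mageh1 and Pstpip1, with log2 fold changes of 1.495, 1.27, 1.06 and 1.02. None had a limma adjusted p under 0.05 in the fit without the block, where 750 genes had an unadjusted p under 0.05. Over all alternatives and leave-one-out fits, the adjusted p ranged from 0.0021 to 0.999 for Tubb2b, from 0.0125 to 0.999 for Arpc3, from 0.022 to 0.999 for Mageh1 and from 0.022 to 0.999 for Pstpip1, with the lowest values under the replicate block.

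A bias in GC content or transcript length could raise such genes. After correction for both, 4 of the 4 genes kept an unadjusted p under 0.05, with log2 fold changes of 1.40, 1.15, 1.01 and 0.76 in the order above, so GC content and length bias leaves part of the difference unexplained. A difference in library depth could also produce it. With every library thinned to the smallest total, 4 of the 4 genes kept an unadjusted p under 0.05. FPKM is already divided by library size and thinning hardly moved these genes. They were chosen for their difference, so thinning does not weigh against library depth. The aminophylline totals (24773273 to 30589657 reads) lay between control library 2 (14112341) and control libraries 3 and 1 (31802417 and 33641283). All 4 genes were lower in every control library than in every aminophylline library. The gap was narrow for Arpc3, with an FPKM of 118 in control library 2 and 134 in aminophylline library 2. The values of these 4 genes thus did not rise or fall steadily with depth. The rule for named genes required no overlap between groups, so this order was fixed by the choice and is no test of library depth.

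RNA from other ovarian cells might carry these transcripts. Of the marker sets of other cells, 0 were above 95% of matched random lists in all 3 aminophylline libraries. In single libraries the stroma set was above it, at percentile 96.3 in aminophylline library 3. The erythrocyte set was too, at 96.9 in aminophylline library 2 and 99.7 in control library 2. The count of 0 goes against RNA from other ovarian cells in all 3 aminophylline libraries, as far as these markers reach. Reads shared with a paralog could move between Tubb2a and Tubb2b. Tubb2a rose with Tubb2b, with a log2 fold change of 0.68 (limma adjusted p = 0.682). Tubb2a has the higher FPKM of the pair (81.3 to 248), so reads lost to Tubb2b would hardly show in it and its direction does not weigh against them. A constant share of its reads would raise Tubb2b at most in proportion. The ratio of Tubb2b to Tubb2a FPKM was 0.0304, 0.0257 and 0.0313 in the control libraries and 0.0571, 0.0596 and 0.0633 in the aminophylline libraries, a log2 difference of 1.04. A constant share of reads from the paralog therefore leaves part of the rise unexplained, while a share that differs between libraries was not tested and remains open. For the other 3 genes no paralog was tested.

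Some other splits of the 6 libraries gave as many genes of this kind. Counting both directions, 111 genes had no overlap, passed the thresholds and had a mean FPKM of at least 10, and 3 of the 10 splits gave as many, the real one included. Of the 4 splits that part all 3 same-numbered pairs, 1, the real one, did, and the other splits with as many part 1 pair. Neither number of splits can give a share under 0.05, so the higher genes cannot be told apart from a split by chance with 6 libraries. An effect of aminophylline on these genes may remain as a hypothesis.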

How the results depend on the processing

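The alternatives of the processing summary were set before the data were examined, except voom, thinning, the correction for GC content and length, and the block with that correction, which were chosen after seeing the data.

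The fit gave 215 higher and 117 lower genes. The number of higher genes was 119 with the stricter filter, 127 with quantile normalization, 132 with median centring, 99 with the unmoderated model, 686 with library weights, 16 with a fold threshold of 2, 81 with the correction for GC content and length and 89 with that correction and the replicate block. The number of lower genes was 217, 227, 59, 289 and 4 with quantile normalization, median centring, the unmoderated model, library weights and a fold threshold of 2, 189 with voom and 280 with voom and upper-quartile scaling. Higher genes were 64.8% of the calls in the fit, 34.6% with the correction for GC content and length and 52.4% with voom and upper-quartile scaling. Of the 117 lower genes, 117 were also lower with median centring. The cause of these changes was not tested, apart from the tests under the other observations. Leaving out each library in turn gave from 123 to 876 higher and from 60 to 403 lower genes.

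No gene had an adjusted p under 0.05 in the fit (750 unadjusted) or in the other settings, except with the replicate block, where 35 higher and 12 lower genes did. The smallest adjusted p ranged from 0.0021 to 0.999 over the alternatives. The fits that left out a library gave 0 genes.

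Of the Fig. 7I genes, 7 passed an unadjusted p under 0.05 in the fit, 11 without the filter, 1 with the unmoderated model and from 2 to 7 with a library left out. Of the mTOR, HIF-1 and MAPK pathways, 0 were over-represented among the higher genes at an unadjusted p under 0.05 and 1, HIF-1, was with quantile normalization and with median centring. For Hippo and apoptosis the count was 0 under every alternative run, and for the competitive test of the 5 pathways, adjusted, also 0. Their cause was not tested.

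The mean log2 fold change relative to the other genes reversed for mTOR (0.0035 in the fit) to -0.0057 with the stricter filter, -0.0014 with quantile normalization and -0.0043 with the correction for GC content and length, with and without the block. For MAPK (0.02 in the fit) it reversed to -0.0035 with that correction, with and without the block. With a library left out it ranged from -0.035 to 0.058 for mTOR, from -0.020 to 0.107 for HIF-1, from -0.033 to 0.093 for MAPK, from -0.10 to 0.049 for Hippo and from -0.0033 to 0.10 for apoptosis. The log2 fold change of Ctss ranged from -2.0 to 0.074, and it changed sign without control library 1.

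For single genes and pathways under alternatives set in advance, 9 values lost and 10 gained an unadjusted p under 0.05. Under those added later it was 2 and 4, and with a library left out 20 and 8. The higher and lower genes named for their smallest p, outside Fig. 7I, each kept an unadjusted p under 0.05 in 14 of 14 alternatives. They also kept it in 6 of 6 fits that left out a library. They were chosen for their difference.

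Depth limits the weakly expressed genes. Control library 2 held 14112341 reads, where 3 reads are an RPM of 0.213, and the thinned libraries gave 214 higher and 119 lower genes.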

Differences from the paper's values

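The paper reports 459 upregulated transcripts, and 215 genes were higher here. Of the alternatives set before the data were examined, library weights gave 686, leaving out control library 2 gave 360 and leaving out aminophylline library 1 gave 476, each within 1.5 times the paper's number. The others, including all the scalings, the filters and the replicate block, did not. The fit without the filter still added 1 to the FPKM, and the fits with a pseudocount of 0.1 and with voom kept the filter. Without the filter, Insr had a log2 fold change of only 0.154, with a mean FPKM of 0.0583 in the control group and 0.178 in the aminophylline group. These settings therefore cannot show whether the filter explains the difference.

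The paper reports 589 downregulated transcripts, and 117 genes were lower here. Only leaving out control library 2 came within 1.5 times of it, with 403. With the unmoderated linear model per gene, the counterpart of the test the paper names in the legend of Fig. 7, 99 genes were higher and 59 lower. No single alternative set before the data were examined other than leaving out control library 2 brought both numbers within that range. Of the alternatives chosen after seeing the values, voom on the recovered reads gave 310 higher genes and voom with upper-quartile scaling gave 308, both within 1.5 times the paper's number, and none did so for the lower genes. Whether the expression filter explains the difference cannot be told for the lower genes either.

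In the paper's drawing of enriched pathways (Fig. 7H), the enrichment score of the MAPK signaling pathway is about 1.5 in Fig. 7H, read by eye, and was 0.842 here with higher and lower genes together. Of the alternatives set before the data were examined, leaving out control library 3 (1.10) and leaving out aminophylline library 1 (1.18) came within 1.5 times of it, and the others did not. The enrichment score of apoptosis is about 1.8 in Fig. 7H, read by eye, and was 0.941 here. The stricter filter (1.33), leaving out control library 3 (1.32) and leaving out aminophylline library 1 (1.49) came within 1.5 times of it, and the others did not.

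The paper counts more downregulated than upregulated transcripts. Here 64.8% of the calls were higher. Lower genes outnumbered higher genes with rescaling to a common sum (TPM), quantile normalization, median centring and without control library 2, and with the correction for GC content and length, with and without the block, which was chosen after seeing the values.

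The paper draws the 20 pathways of Fig. 7H as significant. Here 2 of them, the pentose phosphate pathway and steroid biosynthesis, had an unadjusted p under 0.05 by Fisher's exact test (0.00367 and 0.0482).

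The paper associates HIF-1 and MAPK with the upregulated genes and Hippo and apoptosis with the downregulated genes. Here Fisher's exact p was 0.0823 for HIF-1, 0.659 for MAPK, and 1 for Hippo and for apoptosis, and 0.251 for mTOR. For HIF-1 it was 0.0314 with quantile normalization and with median centring. In limma's camera the Hippo genes were lower relative to the other genes at an unadjusted p of 0.0262 without control library 2 and of 0.0208 without aminophylline library 3, and the MAPK genes were higher at 0.049 without control library 3. No camera p of the 5 pathways adjusted over them was under 0.05 in these fits.

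Of the 25 genes the paper draws in Fig. 7I, 15 were not tested and Slc7a5, Map3k11 and Mob1a did not reach an unadjusted p under 0.05. These 3 genes did with the replicate block and with library weights. Slc7a5 and Map3k11 also did without control library 3 and without aminophylline library 1, and Mob1a did without control library 2. Slc7a5 also did with thinned reads, and all 3 did with voom and upper-quartile scaling, both chosen after seeing the values. Mob1a also did with quantile normalization and with median centring. Without the filter, Insr, Pfkl, Map4k1, Pdgfa, Relb and Ikbkg, which were not tested with it, did.

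In Fig. 7I the colours drawn for Taok3 are highest in aminophylline library 1. The FPKM of Taok3 was 2.09, 3.57 and 4.18 in aminophylline libraries 1 to 3. The FPKM of Relb was 0.517, 0.393 and 0.408 in the same libraries, the order drawn for Taok3.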

Other observations

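The tests of library depth, of GC content and length, of scaling, of the replicate block and of oxidative phosphorylation genes were chosen after the result was seen. The other tests were chosen before it.

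The number of genes past the thresholds could arise from the way the 6 libraries were split. Of the 10 splits into 3 and 3, 3 gave as many genes as the 332 of the real split, the real one included. Control libraries 1 and 2 with aminophylline library 1 against the other 3 gave 1202 genes, and control libraries 1 and 3 with aminophylline library 3 gave 639. Both of these part only 1 same-numbered pair and keep the other libraries of a number together. Of the 4 splits that part all 3 pairs as the real one does, 1, the real one, gave as many. Without the replicate block all 10 splits gave 0 genes at an adjusted p under 0.05, against 750 at an unadjusted p under 0.05 in the real split. With the block the real split gave 47 and the other 3 that part all pairs gave 2, 0 and 0. Neither 10 nor 4 splits can give a share under 0.05, so a split by chance can be neither ruled out nor shown with 6 libraries. The split by treatment explained 23.6% of the variance, and the largest share was 38.7%. Library depth may also bear on the calls. With every library thinned to the smallest total, 333 genes passed, so the number did not fall, but 177 of the 215 higher and 104 of the 117 lower genes were among them.

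The surplus of higher over lower genes was not kept under other scalings. Higher genes were 36.8% of the calls with median centring and 34.6% after the correction for GC content and length. Both steps bring the median log2 fold change of all genes from 0.10 to near 0 (0.013 and 0.0082), which by itself moves the balance, so neither value shows the source of the surplus. The log2 fold change followed GC content across genes (Spearman's rho 0.393), with genes not being independent replicates. The surplus cannot be told apart from scaling between libraries or from GC content and length bias.

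With the replicate block, 47 genes had an adjusted p under 0.05. With the correction for GC content and length in the same fit, 0 of the 47 stayed under it, but 47 kept their direction and an unadjusted p under 0.05, with a median of 89% of their log2 fold change. The loss of the adjusted threshold therefore does not show that GC content and length made these differences. The 47 include genes without a known GC content, such as Gm38460. For those genes the correction used the median GC content, so it does not test a GC bias of their own. Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many genes, the real one, and the others gave 2, 0 and 0. This is the fewest splits that the design allows, and with only 4 splits the count could not have shown that chance is ruled out.

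Genes of Fig. 7I drawn as downregulated had their highest values in control library 1. RNA from other ovarian cells may explain this. Of 3 marker sets written before the test, for macrophages, granulosa cells and stroma, 1, the macrophage set, was above 95% of matched random lists in that library. Its 14 listed genes had a median of 2.30 on the log2 scale over the other libraries, at percentile 100, and the percentiles of the macrophage set in the other 5 libraries were 79, 31.9, 65, 18.5 and 30.9. The FPKM of Lyz2 was 66.4 in control library 1 and at most 0.573 elsewhere, and C1qc was 14.8 there and listed at 0 in the other libraries. The stroma set stood at percentile 94.4 and the granulosa cell set at 40. A chance high value of single genes would leave no marker set apart, and the percentile of 100 goes against it. RNA of macrophages in control library 1 is a hypothesis. In that library 29 genes were over 10-fold above each of the other 5 libraries, against at most 4 in any other. Of the 117 lower genes, 82 were highest in control library 1. Of the 215 higher genes, 117 were lowest in it, so this library was extreme in both directions. The macrophage markers bear on its high values only.

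Of the 10 splits, 1, the real one, gave as many as 7 of the Fig. 7I genes past an unadjusted p under 0.05, but the paper chose these genes on the real split, so the count is no independent test of them. For the smallest camera p of the 5 pathways (0.302), 10 of the 10 splits gave one as small.

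Ribosome genes were higher with aminophylline. This was chosen after its values were seen among all 321 pathways, of which 4 had a limma camera adjusted p under 0.05. Of these, 2 were up, the ribosome and coronavirus disease (adjusted p = 1.31e-07). The other 2, steroid biosynthesis (0.0207, and 0.0197 with the replicate block) and malaria (0.0465 and 0.0300), were down. After the correction for GC content and length the camera adjusted p of both was 0.0770. The 133 ribosome genes had a median log2 fold change of 0.30, against 0.10 for all genes, and 124 of 133 were higher (limma camera adjusted p = 1.1e-10, and 1.03e-08 with the replicate block). Their direction was up under each scaling alternative. GC content and length bias may add to it, but after the correction the adjusted p was 2.07e-07. The correlated genes of the ribosome may explain it, since with the inter-gene correlation estimated from the data the camera p was 0.218, and it ranged from 0.0285 without control library 2 to 0.654 without control library 3. Of the 10 splits, 4 gave a p as small. The median of the ribosome genes over all genes was 3.73, 4.23 and 3.43 in the control libraries and 4.15, 4.05 and 3.93 in the aminophylline libraries, so that the groups overlap. The difference cannot be told apart from correlated genes or from a split by chance.

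The paper reports a higher mitochondrial membrane potential of ovulated oocytes after aminophylline. The RNA here came from other oocytes, punctured out of large antral follicles, and transcript levels do not measure that potential. Higher expression of oxidative phosphorylation genes was tested as a hypothesis. Of 121 genes, 95 were higher, with a camera p of 0.00539 and an adjusted p of 0.197 over all pathways. The unadjusted camera p ranged from 3.15e-10 without control library 2 to 0.35 without control library 3, where the direction was down. With the inter-gene correlation estimated from the data it was 0.468. Of the 10 splits, 7 gave a camera p as small. The test gave no adjusted p under 0.05 for this hypothesis.

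The phosphodiesterase genes the paper names were all listed, 24 in number. Of these, 15 had an FPKM under 1 in all 6 libraries and 8 were tested. In the fit without the replicate block none had an unadjusted p under 0.05, and the smallest was 0.208 (limma adjusted p = 0.749). No value with the block is given for these genes, so the result does not cover that fit. Between same-numbered libraries, among the tested genes, Pde9a was lower and Pde3a and Pde1c were higher with aminophylline for each of the numbers 1 to 3. Of the genes not tested, Pde4a, Pde5a and Pde10a were also higher for each number, all at an FPKM under 1. Such an order can arise by chance in single genes, and it was not tested. Pde6d had the highest FPKM, 380 ± 45.9 (SD, n = 3) in the control group and 369 ± 67.5 (SD, n = 3) in the aminophylline group. Pde3a had an FPKM of 3.22 ± 1.88 (SD, n = 3) and 4.55 ± 1.67 (SD, n = 3) in the same order, and Pde6b had 6.80 and 6.61. Gdf9 had 2829 ± 1149 (SD, n = 3) and 3102 ± 428 (SD, n = 3), Zp3 had 4164 and 4271, and Ddx4 had 5.01 and 4.84.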
